# Transcriptome profiling of the honeybee parasite *Varroa destructor* provides new biological insights into the mite adult life cycle

**DOI:** 10.1186/s12864-018-4668-z

**Published:** 2018-05-04

**Authors:** Fanny Mondet, Andrea Rau, Christophe Klopp, Marine Rohmer, Dany Severac, Yves Le Conte, Cedric Alaux

**Keywords:** *Apis mellifera*, Pollinator, Mite, Host-parasite interaction, Reproduction, Transcriptome, RNA-seq, Life cycle stages

## Abstract

**Background:**

The parasite *Varroa destructor* represents a significant threat to honeybee colonies. Indeed, development of *Varroa* infestation within colonies, if left untreated, often leads to the death of the colony. Although its impact on bees has been extensively studied, less is known about its biology and the functional processes governing its adult life cycle and adaptation to its host. We therefore developed a full life cycle transcriptomic catalogue in adult *Varroa* females and included pairwise comparisons with males, artificially-reared and non-reproducing females (10 life cycle stages and conditions in total).

**Results:**

Extensive remodeling of the *Varroa* transcriptome was observed, with an upregulation of energetic and chitin metabolic processes during the initial and final phases of the life cycle (e.g. phoretic and post-oviposition stages), whereas during reproductive stages in brood cells genes showing functions related to transcriptional regulation were overexpressed. Several neurotransmitter and neuropeptide receptors involved in behavioural regulation, as well as active compounds of salivary glands, were also expressed at a higher level outside the reproductive stages. No difference was detected between artificially-reared phoretic females and their counterparts in colonies, or between females who failed to reproduce and females who successfully reproduced, indicating that phoretic individuals can be reared outside host colonies without impacting their physiology and that mechanisms underlying reproductive failure occur before oogenesis.

**Conclusions:**

We discuss how these new findings reveal the remarkable adaptation of *Varroa* to its host biology and notably to the switch from living on adults to reproducing in sealed brood cells. By spanning the entire adult life cycle, our work captures the dynamic changes in the parasite gene expression and serves as a unique resource for deciphering *Varroa* biology and identifying new targets for mite control.

**Electronic supplementary material:**

The online version of this article (10.1186/s12864-018-4668-z) contains supplementary material, which is available to authorized users.

## Background

The parasitic mite *Varroa destructor* is currently considered to be the most significant pest of the western honeybee *Apis mellifera*, and no other pathogen has yet triggered a greater threat to apiculture [1, 2]. The *Varroa* mite is an ectoparasite of both adult and immature bees (brood), which can lead to the rapid death of infected colonies if left untreated [3].

*Varroa* relies entirely on its host for its own survival and propagation, with female adult life stages showing two distinct phases: the phoretic phase spent on adult bees, and the reproductive phase during which the mites reproduce in the brood [1, 4]. As adult bees emerge, female mites (mother and daughters) leave the brood cell and ride on adult workers or drones. During the time spent on bees, mites feed on hemolymph and often hide between the abdominal sternites of bees. Then, they start the reproductive phase by invading a brood cell containing a larva, shortly before the cell is capped. Once inside, the mite feeds on host hemolymph and lays a few eggs (first a male and then females). When sexually mature, the male mates with his sisters, which leave the brood cell with their mother upon adult bee emergence and start a new phoretic phase.

Pathological effects of *Varroa* are associated with the feeding activity of the mite on adult and developing bees. The mite is also associated, directly or indirectly, with several honeybee viruses, in particular with members of the deformed wing virus (DWV) complex [5–7], which might suppress bee immunity [8], although recent studies showed little evidence for immunosuppression [9, 10]. Since the transfer of *Varroa* from the Asian honeybee, *Apis cerana*, to the western honeybee, several control strategies have been developed to fight the mite and prevent colony losses. However, even the most successful approaches, e.g. acaricide treatments, currently raise serious concerns within the beekeeping community. Indeed, to control the *Varroa* population, beekeepers rely heavily on acaricides, such as pyrethroids (e.g.fluvalinate), amitraz, and coumaphos, which can lead to the emergence of acaricide-resistant strains as found for several compounds [11–13]. This highlights the urgent need for the development of new solutions to fight this detrimental parasite.

Progress in this direction has been rather slow, most likely due to limited knowledge on *Varroa* biology. In particular, little is known about the different physiological features characterising its adult life stages. However, recent technological advances have opened promising perspectives to help address these issues, in particular development in ‘omics technologies. An initial genome survey of *Varroa* was published in 2010 [14], and some studies have analyzed gene expression or protein profile changes in *Varroa*. For instance, transcriptomic analysis were performed on *Varroa destructor* synganglion [15] and foreleg (olfactory organ) [16]. A proteomic analysis was also performed on *V. destructor*, with a focus on the different developmental stages of the mite [17]. In addition, differential gene expression was investigated in *V. jacobsoni* with respect to the host on which they reproduce [18]. These studies completed the great progress made previously by Cabrera et al. in identifying and characterizing some genes associated to the phonetic and reproductive phases with a candidate gene approach [19–22]. However, there is a current lack of work on global physiological changes occuring during the adult life cycle of *Varroa*.

In this study, we investigated gene expression profiles of *Varroa* mites by sequencing total RNAs of seven adult life stages of the parasite. We present the first life cycle transcriptomic catalogue in adult *Varroa*, which provides a unique opportunity to identify key molecular features that characterise adult females, the most detrimental individuals of a *Varroa* mite population within a honeybee colony.

## Results and discussion

To study the underlying molecular mechanisms governing the *Varroa destructor* adult life cycle, we carried out transcriptomic profiling of seven stages (Fig. 1) described in the Methods section and comprising: young mites (Young, collected from P8 to P9 cells), phoretic mites (Phor, collected on adult bees), arresting mites (Arrest, collected in unsealed L5 brood cells), pre-laying mites (Pre-lay, collected from sealed brood cells containing moving larva), laying mites (Laying, collected from sealed brood cells containing pre-pupae), post-laying mites (Post-lay, collected from capped brood cells containing purple-eye and white-body pupae P5), and emerging mites (Emerg, collected from P8 to P9 cells). In addition, we sampled non-reproducing mites (NR, collected from P5 brood cells, but without offspring), males (Male, collected from P8 to P9 cells), and phoretic mites artificially reared in cages with adult bees (Cage). A total of 40 RNA-seq libraries (*n* = 4 pools of 10 mites per stage or condition) were constructed and sequenced.

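The values behind these 40 libraries are the numbers of reads that the authors counted on each of the 41801 assembled contigs, deposited without normalization. Each library came from total RNA of a pool of 10 mites, and 4 unrelated colonies, labelled R204, R245, R41 and R78, gave 1 pool for each of the 10 stages and conditions. Libraries are named here by stage and colony, so that Phor R204 is the pool of phoretic mites from colony R204, while the Post-lay pool of colony R78 keeps the name R78-10 that the paper gives it. Poly-A RNA was purified, strand-specific libraries were amplified by PCR, and short single-end reads were sequenced on an Illumina instrument with several libraries per lane, but the lane of each library is not given in the sources used here. The authors trimmed and assembled the reads, realigned the reads of each library to the contigs with bwa mem, and took the number of reads per contig from samtools idxstats. This count does not use the strand, and reads from sequence that near-identical contigs share could be split between them. Contigs with the same gene symbol and different numbers after it, such as 4 contigs of one cytochrome P450, are therefore uncertain one by one and are reported beside each other. Contig identifiers are written without the start VARROA_ that they all share, and the gene names are those of the best match that the authors list, mostly a protein of the mite Metaseiulus occidentalis. The sum of counts per library ranged from 15082319 to 35341163, with a median of 24156442. By stage, the median was 23819192 in Young, 20557840 in Phor, 30630990 in Arrest, 28836918 in Pre-lay and 26361410 in Laying mites. It was 26588884 in Post-lay, 23528408 in Emerg, 24325712 in NR, 21350897 in Cage and 23568618 in Male mites. A single viral contig, VDV1_gp1.4.8, took up to 53.2% of a library, in Arrest R78. Without the 8 contigs named VDV1_gp1, the counts that remained per library ranged from 12939147 to 34805869. Counts were compared with edgeR's quasi-likelihood test in 1 fit of 39 libraries with stage as the only factor, after TMM normalization and without a filter on low counts. R78-10 was left out of this fit, as in the paper, so that Post-lay has 3 libraries. A contig is called differentially expressed where its Benjamini-Hochberg adjusted p, over all contigs, is under 0.05. Levels are given in CPM (counts scaled to the same library size) after TMM normalization as mean ± SD over the libraries of a stage, and each log2 fold change is the second-named stage minus the first. Reads carry no molecular identifiers, so that confidence intervals of shares of counts or contigs cover counting error only.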

**Fig. 1:**
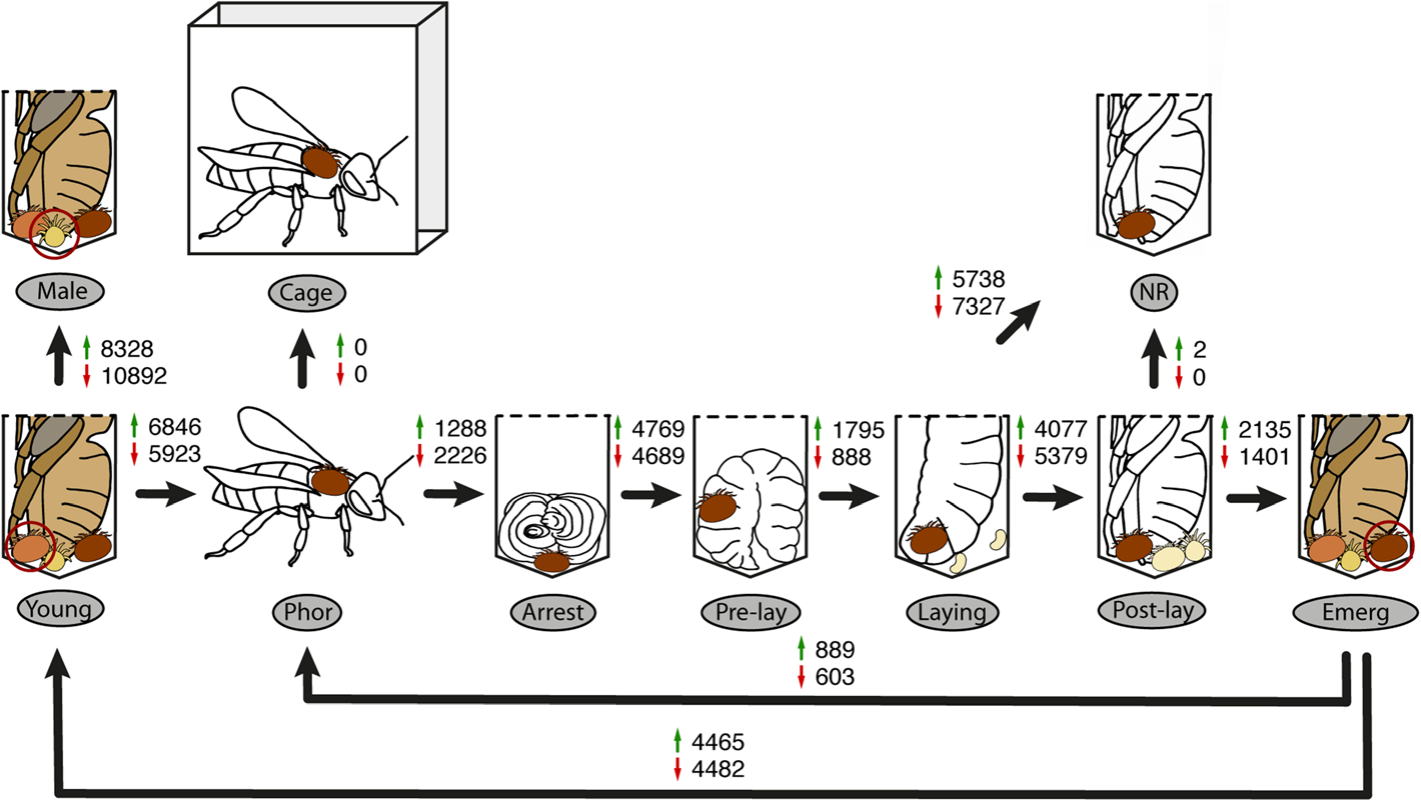
Differentially expressed contigs across the adult life cycle of *Varroa destructor* The adult life cycle of female *V. destructor* was analysed over 7 stages (bottom part) of the phoretic and reproductive parts of the life cycle. Three additional conditions were included for comparison (upper part): adult male (Male), artificially reared phoretic mite (Cage) and non-reproductive mite (NR). For each comparison between two stages indicated with black arrows, the number of up-regulated contigs is indicated with a green arrow while the number of down-regulated contigs is indicated with a red arrow (Benjamini-Hochberg adjusted *P*-values < 0.05). Young, young adult *Varroa* female in brood cells close to emergence; Phor, phoretic female on adult bees; Arrest, female mite in the arrestment stage at the bottom of brood cells ready to be capped; Pre-lay, female mite in freshly capped brood cells with visible signs of ovary activation; Laying, female mite laying eggs in pre-pupa brood cells; Post-lay, female mite rearing developing offspring in pupa brood cells (white bodied with dark eyed bees); Emerg, female mite at the end of the development period of its offspring in pupa brood cells (dark bodied with dark faced bees). Illustrations by Fanny Mondet.

### De novo transcriptome assembly and functional annotation

A total of 1,154,425,396 raw reads, with an average of 28,860,635 ± 6,672,405 reads for each of the 10 life-cycle stages and conditions were generated. After removing 8531 low-quality reads and reads solely composed of sequencing adapters from the raw data set, a total of 1,154,416,865 reads were used for the transcriptome assemblies. The clean reads were assembled into 41,801 contigs ranging from 201 to 8610 bp (Additional file 1), with a median of 986 bp. The assembled transcriptome size is 30,107,462 bp.

Contigs were aligned with NCBI blast (blastx program, e-value under 1e-5) on Refseq, Swissprot and Ensembl protein databases from *Apis mellifera* and *Metaseiulus occidentalis*, which also belongs to the mite infraorder and has a fully assembled and annotated genome [23]. The assembly quality was then assessed in four ways: by calculating the read on contig re-alignment rate for every sample, by realigning the 308 *Varroa destructor* proteins found in NCBI protein database on the contigs, by determining the coverage and similarity of contigs on the 12,035 NCBI *Metaseiulus occidentalis* proteins, and last by processing the contigs with BUSCO (version 2) using the arthopoda_odb9 database [24]. This last method enables to check the presence and completeness of a set of expected single copy protein coding genes for a given branch of the evolution tree. 

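Summed over the 40 libraries, 989446410 reads were counted on the contigs, which is 85.7% of the raw reads stated above. This share pools the libraries and so weights each by its depth. No contig had a total count of 0 over the libraries: each of the 41801 contigs held at least 1 read.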

The per sample read mapping rate mean was 85.73 ± 2.89% across libraries (Additional file 2). A total of 16,672 contigs could be annotated, from which 37.89% were annotated with reference to the sequences recorded in the RefSeq protein database (Additional files 3 and 4). 

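In the deposited counts, 16445 contigs carried the symbol or identifier of a gene and 25356 were named by a number only. The 16445 contigs belonged to 7357 genes, since several contigs can share a best match. Of the authors' contig descriptions, 1998 contigs were available here, and 758 of these had a description. A RefSeq gene table of the Varroa destructor assembly Vdes_3.0 with 17073 genes held only 66 of the symbols, and no name was taken from it.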

Out of the 308 *Varroa destructor* proteins found in the NCBI protein database, 297 were present in the assembly (96.4%). The alignment coverage and identity reached 94.40 ± 19.53% and 88.57 ± 4.52%, respectively. The predatory mite *Metaseiulus occidentalis* was the species found most often in the RefSeq protein annotations, corresponding to 35.52% of the contigs (14,848 contigs). 8362 out of the 12,035 *M. occidentalis* proteins aligned on the contig set (69.42%). The alignment coverage and identity had mean values of 51.81 ± 31.41% and 77.66 ± 9.94%, respectively. The other species found as best hit annotations were the deer tick *Ixodes scapularis* (321 contigs) and the honeybee *A. mellifera* (269 contigs). Among the 1066 arthopoda_odb9 proteins searched by Busco V2, 851 were found complete in single or multiple copies. This represents 79.8% of the proteins expected in the genome. The remaining ones are missing (8.4%) or fragmented (11.8%).

### Transcriptomic profiles mirror stages of the adult mite cycle

First, we performed some initial exploratory analysis to check the overall reproducibility and variation between biological replicates belonging to the same life stage or condition. We generated a heatmap of Pearson correlations based on log_10_ expression counts to evaluate the sample relatedness and identify outliers (Additional files 5). Independent samples belonging to the same life stage were highly correlated. However, one sample from the Post-lay stage was identified as an outlier (R78–10) and was therefore removed from the downstream analysis. 

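The correlation between libraries was computed as Pearson's r of log10 of the count plus 1 over all 41801 contigs. The paper's text does not name the number added before taking logarithms. Correlations across contigs describe how alike 2 libraries are, and contigs are not independent replicates. The mean r was 0.952 between libraries of the same stage or condition and 0.836 between libraries of different ones, a difference of 0.117. The difference exceeded that of every one of 100000 permutations of the stage labels (one-sided permutation test over 40 libraries, p = 1e-05, the smallest that this number of permutations can give). With TMM-normalized CPM in place of counts, the alternative that moved it most, the difference was 0.0876. The mean between groups includes pairs with males, whose mean r with other stages and conditions was 0.498. Part of the difference therefore lies between the sexes. Without Male R204 the difference was 0.0977, and without all males it was not computed. The mean within a group was 0.960 in Young, 0.959 in Phor, 0.955 in Arrest, 0.963 in Pre-lay, 0.964 in Laying and 0.961 in Emerg mites. It was 0.947 in NR and 0.963 in Cage mites, and 0.896 in Post-lay mites with R78-10 counted in. For 28 of the 40 libraries the group with the highest mean r was their own, and for the other 12 it was another female stage or condition. These were Phor R204, Phor R41 and Arrest R41, closest to Cage, Cage R204 and Cage R245, closest to Phor, and Arrest R245, NR R204, NR R78 and Cage R78, closest to Emerg. Post-lay R245 was closest to NR, NR R41 to Post-lay, and R78-10 to Phor.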

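The mean Pearson correlation of R78-10 with the other 3 Post-lay libraries was 0.842, against 0.906 for Post-lay R204, 0.913 for Post-lay R245 and 0.921 for Post-lay R41. Spearman's coefficient of R78-10 was 0.852, and without any 1 of the other Post-lay libraries its Pearson mean stayed between 0.835 and 0.853. Without R78-10, the mean correlation among the Post-lay libraries rose to 0.949. Its sum of counts, 21452893, lay just under the 22050015 to 31602589 of the other Post-lay libraries. In R78-10, 2042 contigs with at least 10 CPM in males and at least 50 times the level of any female stage stood at a median of 9.53% of their male level (quartiles 7.50 and 11.8%). The same median was 0.0633 to 0.455% in the other Post-lay libraries. Dixon's ratio is the gap to the nearest other library as a share of the range of the group. For the mean correlation of R78-10 it was 0.807, under the 95% critical value for 4 samples. The means of the other 3 libraries include their correlation with R78-10, and without it they were 0.945 to 0.954. The 4 values are therefore not independent, and this ratio cannot decide whether R78-10 is an outlier. For the median of the male-specific contigs Dixon's ratio was 0.959, above the critical value, and 0.607 on the log10 scale, under it.

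**Figure D1:**
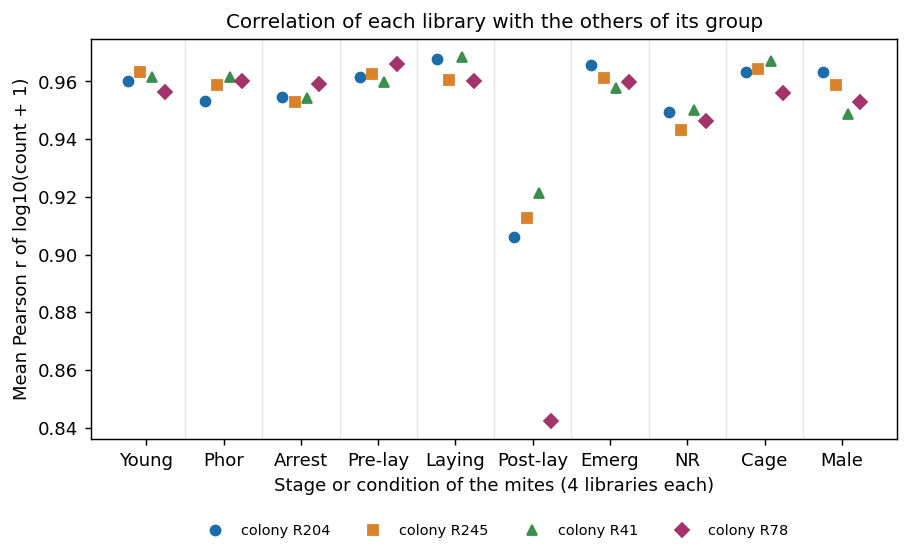
Mean Pearson correlation of each library with the other libraries of its stage or condition, from log10 of the count plus 1, with 1 point per library coloured by colony. R78-10 lies at 0.842 and the other Post-lay libraries between 0.906 and 0.921.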

Male samples exhibited a higher similarity to each other than to female samples (Additional files 5).

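The 4 Male libraries correlated with each other at a mean Pearson r of 0.956, from 0.939 to 0.970. Their mean r with the libraries of all other stages and conditions was 0.498, and the highest single value was 0.811. The lowest value among males therefore lay above the highest between a male and a female library. For each of the 4 Male libraries the closest group was Male.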

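With edgeR's test, 1741 contigs passed a Bonferroni correction over all contigs and the 6 successive comparisons from Young to Emerg together. All 1741 were among the 4022 contigs that passed the same correction with DESeq2 run with the paper's settings, the alternative that moved the number most. Leaving out each library of the 7 female stages in turn gave between 1290 and 1829 contigs. For the clustering of the 27 libraries, Z-scores were computed per contig from log2 of the TMM-normalized count plus 1.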

In order to visualise transcript expression patterns at the different stages during the adult cycle, we performed hierarchical clustering (Euclidean distance, complete linkage) on the log normalized count *Z*-scores for the 4005 differentially expressed contigs in at least one of the following contrasts (Bonferroni globally corrected *P*-values less than 5%): Young vs Phor, Phor vs Arrest, Arrest vs Pre-lay, Pre-lay vs Laying, Laying vs Post-lay, Post-lay vs Emerg. 

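In the tree of the 27 libraries built on the 1741 contigs that passed edgeR's test, the first division parted the 4 Young libraries from the other 23. The next parted the 4 Pre-lay and the 4 Laying libraries, 8 in all, from the 15 libraries of Phor, Arrest, Post-lay and Emerg mites. No library lay in the branch of another group at either division. These contigs, like those called by DESeq2, were chosen for differences between the same stages in the same libraries. Grouping by stage is therefore partly set by this choice. With average linkage, with 10 in place of 1 added before logarithms, with the contigs called by DESeq2, and with R78-10 added, the Pre-lay and Laying libraries again formed a branch of 8. Built on all 38727 contigs that pass edgeR's filterByExpr, the tree kept the branch of 8, but no branch short of all 27 libraries held Phor, Arrest, Post-lay and Emerg together. Each library was also left out in turn, with the same 1741 contigs kept, so that their choice was not tested. The smallest branch that holds these 4 stages then had between 14 and 22 libraries. It reached 22 without Post-lay R41.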

The hierarchical clustering analysis clearly segregated reproductive (Pre-lay and Laying) and non-reproductive stages (Post-lay, Emerg, Phor and Arrest) into distinct clusters (Fig. 2). A partitioning of non-reproductive stages into pre-reproductive *Varroa* (Phor and Arrest) and post-reproductive *Varroa* (Post-lay and Emerg) was also observed, which underlines distinct physiology and major changes induced by reproductive processes. 

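Among the 15 non-reproductive libraries, the 8 Phor and Arrest libraries formed a branch of their own once the tree was divided into 6. The smallest branch that held all Post-lay and Emerg libraries contained all 15, the Phor and Arrest libraries included. At the division into 4 branches, the 3 Post-lay libraries stood apart, and the 4 Emerg libraries shared a branch with Phor and Arrest. When libraries were left out one at a time, the smallest branch that held Phor and Arrest grew from 8 to 11 libraries without Young R204, Young R245, Young R41 or Emerg R41, and to 10 without Emerg R78. On all contigs that pass filterByExpr it held all 27 libraries. From the tree, the paper concludes that the physiology of these groups is distinct and that reproduction brings major changes.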

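The 4 Young libraries formed a branch without any other library under every alternative tried: both sets of contigs named above, average linkage, 10 added before logarithms, R78-10 added, and each library left out in turn. In the 48 available contigs of the authors' co-expression cluster 13, which was formed from these same counts, the share of the TMM-normalized counts of the 7 female stages that fell in Young mites averaged 52.2%.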

Finally, newly-produced females (Young) were clearly segregated into a specific cluster. This clear distinction is likely due to an immature physiology. To further understand and extract biological meanings from these stage-specific transcript expressions, in the following sections we analyse and discuss pairwise comparisons and co-expression patterns across the adult life cycle.

**Fig. 2:**
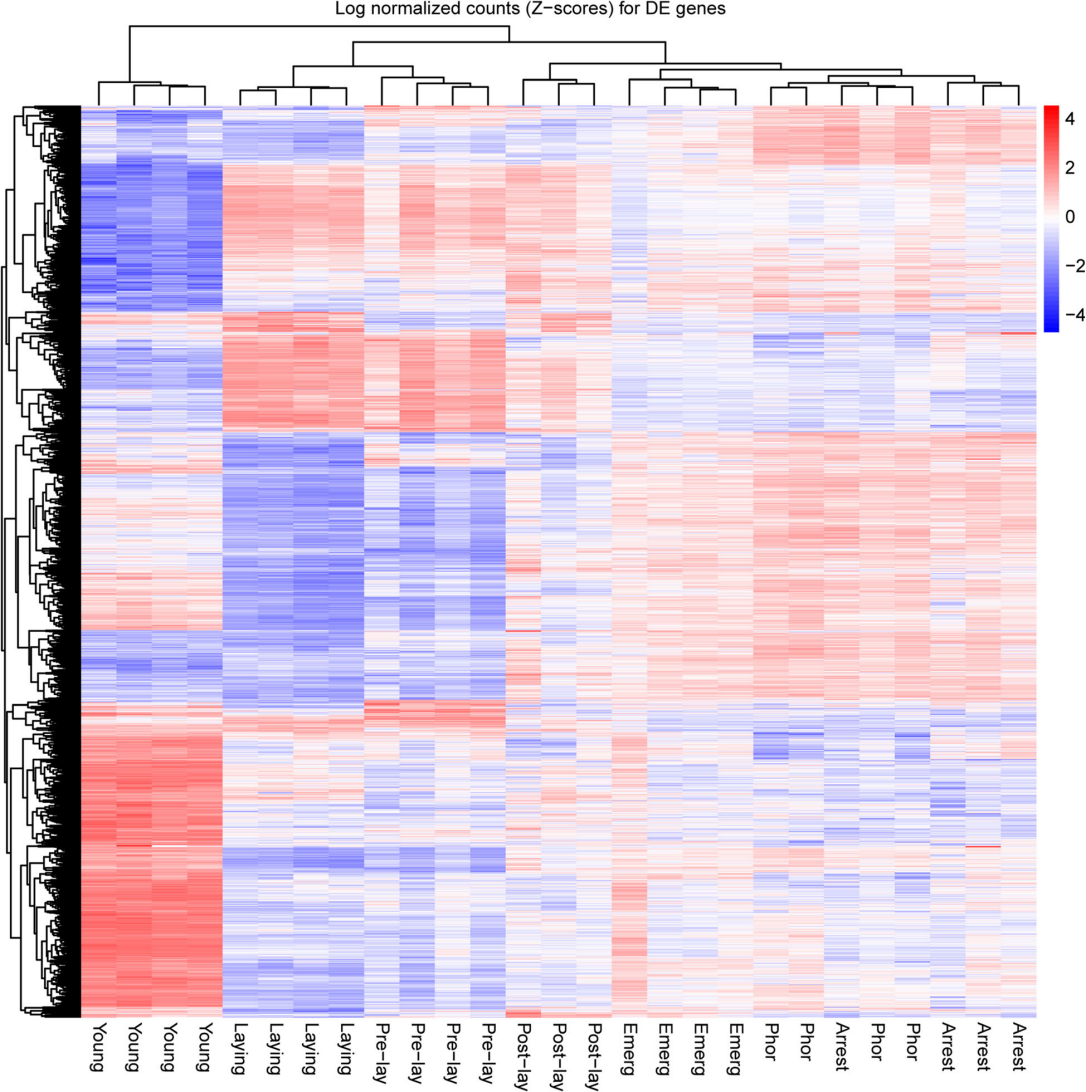
Heatmap and clustering of contigs identified as differentially expressed in one of the stage of the mite life cycle. Heatmap of the log normalized count *Z*-scores (i.e. for each contig the log-normalized count is centered to have mean of 0 and scaled to have variance of 1) for the 4005 contigs identified as differentially expressed in at least one of the following contrasts, using Bonferroni globally corrected *P*-values less than 5%: Young vs Phor, Phor vs Arrest, Arrest vs Pre-lay, Pre-lay vs Laying, Laying vs Post-lay, Post-lay vs Emerg

### Transcriptome remodelling during *Varroa* life cycle

To capture the dynamic changes in gene expression during the *Varroa* life cycle, we focused on the following pairwise comparisons: Young vs Phor, Phor vs Arrest, Arrest vs Pre-lay, Pre-lay vs Laying, Laying vs Post-lay, Post-lay vs Emerg and Emerg vs Phor.

The *Varroa* transcriptome was found to constantly change during the cycle, however major changes were observed just before (Arrest vs Pre-lay) and after female reproduction (Laying vs Post-laying), indicating a profound physiological remodelling during the reproductive stages (Fig. 1 and Additional file 6). 

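Between Arrest and Pre-lay mites, edgeR called 8209 contigs, 4624 higher and 3585 lower in Pre-lay, which is 19.6% of all contigs. Between Laying and Post-lay mites it called 7325, of which 4243 were higher and 3082 lower in Post-lay, or 17.5% of all contigs. DESeq2 with the paper's settings called 9301 and 9202, and 7998 and 7282 of these were called by both tools in the same direction. A threshold of at least 2-fold left 3009 and 3146 contigs. The addition of R78-10 raised the second to 14000. The share of called contigs higher in Pre-lay was 56.3% with TMM, 49.4% with DESeq2 and 48.8% with DESeq2's size factors in edgeR. It was 40.4% in a fit of the 8 Arrest and Pre-lay libraries alone. Leave-one-out values of this share ran from 40.4 to 56.8%. With each library left out in turn the first stayed between 5939 and 8586. The second fell to 2406 without Post-lay R41 and 4514 without Laying R78. Among contigs without overlap between the libraries of both stages, the smallest p of those higher in Pre-lay belonged to contig_19881, at 55.2 ± 11.6 CPM in Arrest (SD, n = 4) and 254 ± 42.8 CPM in Pre-lay (n = 4). Its log2 fold change was 2.21 (standard error 0.16, edgeR adjusted p = 1.7e-11). Of those lower in Pre-lay it belonged to contig_04689, whose level dropped from 26.3 ± 5.05 to 3.23 ± 0.914 CPM, a log2 fold change of -3.03 (standard error 0.21, edgeR adjusted p = 6.7e-12). From Laying to Post-lay, contig_10357 rose from 234 ± 43.5 CPM (SD, n = 4) to 2595 ± 541 CPM (n = 3), by 3.47 on the log2 scale (standard error 0.29, edgeR adjusted p = 4.5e-09). LOC100905792, a PAP-associated domain-containing protein 5-like contig, changed by -1.90 (standard error 0.25, edgeR adjusted p = 3.4e-06). All 4 contigs were called under each of the 15 or 16 alternatives run for single contigs, which leave out the 2-fold threshold and sums per gene. From the larger numbers just before and after egg laying, the paper concludes that a profound physiological remodelling takes place during the reproductive stages.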

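Between Phor and Arrest mites, edgeR called 1032 contigs, 575 higher and 457 lower in Arrest. This number depended on single libraries: it was 4718 without Phor R204 and 5486 without Arrest R41, but 28 without Arrest R204, 25 without Arrest R245 and 2 without Phor R245. It was 7 without Phor R41, 13 without Arrest R78 and 13 without Phor R78, and 0 in a fit of the 8 Phor and Arrest libraries alone. In the fit of 39 libraries, 10013 contigs had an unadjusted p under 0.05. With colony added beside stage edgeR called 1531, and DESeq2 with the paper's settings called 3317. The contig with the smallest p among those lower in Arrest, contig_02051, changed by -1.52 (standard error 0.21, edgeR adjusted p = 7.6e-04) and lost its call in the fit of both groups alone (edgeR adjusted p = 0.126). LOC100898136.1.2, the highest in rank among those higher in Arrest, rose by 1.25 (standard error 0.21, edgeR adjusted p = 0.0076). Its call was lost without Phor R245 (edgeR adjusted p = 0.0866) and in the fit of both groups alone. Between Pre-lay and Laying mites, 583 contigs were higher and 1160 lower in Laying, 1743 in all. There were 896 without Pre-lay R204 and 2660 without Pre-lay R41. LOC100899532.1.2, an elongation of very long chain fatty acids protein 5-like contig, fell from 101 ± 17.0 to 16.0 ± 2.64 CPM (SD, n = 4 each), a log2 fold change of -2.65 (standard error 0.19, edgeR adjusted p = 5.1e-11). LOC100904146.2.3 was higher in Laying by 4.22 (standard error 0.44, edgeR adjusted p = 8.9e-08). Between Post-lay and Emerg mites, 555 contigs were higher and 2059 lower in Emerg, so that 21.2% of those called were higher. This share was 40.0% with DESeq2 and 34.9% with DESeq2's size factors in edgeR. With contigs of the same gene symbol summed, and contigs named by a number kept single, it was 53.3%. More of these sums and single contigs were therefore higher than lower in Emerg. The number called, 2614 in all, was 97 without Post-lay R204, 1191 without Post-lay R41, 803 without Emerg R41 and 1687 without Emerg R78. LOC100908987.2.2 fell from 1226 ± 658 CPM (SD, n = 3) to 91.4 ± 35.7 CPM (n = 4), by -3.75 on the log2 scale (standard error 0.52, edgeR adjusted p = 8.6e-04). The contig with the smallest p among those higher in Emerg was contig_19153, at 0.810 CPM in Post-lay and 2.30 CPM in Emerg as means (standard error of the log2 fold change 0.22, edgeR adjusted p = 8.6e-04).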

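Between Emerg and Phor mites, edgeR called 235 contigs, 0.562% of all contigs, of which 154 were higher and 81 lower in Phor. DESeq2 with the paper's settings called 1372, 552 higher and 820 lower, and all 235 were among these with the same direction. Of the 7 comparisons along the cycle, this one had the lowest number under edgeR and under DESeq2 with the paper's settings. In a fit of only the 8 Emerg and Phor libraries it was 1068, above the 0 of Phor and Arrest in such a fit, and with colony added to the model beside stage it was 477. Without Phor R204 the number was 2863. Without any other single library it was lower: 41 without Emerg R204, 124 without Emerg R245, 67 without Emerg R41 and 21 without Emerg R78. It was 33 without Phor R245, 47 without Phor R41 and 35 without Phor R78. The comparison of Phor with Arrest called fewer contigs without these same libraries: 2, 7 and 13. Without Phor R204 it called more, 4718. The rank of Emerg with Phor as the lowest therefore depended on single libraries. The contig higher in Phor with the smallest p, contig_05861, rose from 3.92 ± 1.04 to 13.4 ± 3.05 CPM (SD, n = 4 each), a log2 fold change of 1.77 (standard error 0.24, edgeR adjusted p = 5.8e-04). Its counterpart among those lower in Phor, contig_03980, changed by -2.03 (standard error 0.30, edgeR adjusted p = 8.6e-04), and both were called under the 16 alternatives run for single contigs.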

The smallest change in mite transcriptome was found between foundresses ready to emerge from the host cell after reproduction (Emerg) and phoretic females (Phor), suggesting that emerging mites were ready for a new phoretic phase. Finally, another major change was detected between young and phoretic mites, likely due to the physiological immaturity of young females.

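Between Young and Phor mites, 12134 contigs were called, 29.0% of all contigs, of which 7471 were higher and 4663 lower in Phor. The number stayed between 9537 and 13428 with each library left out in turn. The share of called contigs that were higher in Phor depended on the scaling: it was 61.6% with TMM, 48.4% with DESeq2's size factors in edgeR and 46.5% with DESeq2. It was 43.4% when contigs that took more than 1% of any library were left out. DESeq2's size factors moved the median log2 fold change of all contigs in this comparison by -0.11 against TMM. LOC100901097.7.8, an arylsulfatase B-like contig, was at 95.4 ± 27.5 CPM in Young and 2.38 ± 0.857 CPM in Phor mites (SD, n = 4 each). Its log2 fold change was -5.34 (standard error 0.24, edgeR adjusted p = 6.2e-18). In the other direction, contig_03321 rose from 4.93 ± 0.950 to 58.0 ± 11.3 CPM, by 3.55 on the log2 scale (standard error 0.21, edgeR adjusted p = 1.3e-14). Both contigs were called under the 16 alternatives run for single contigs.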

### Vitellogenin, large lipid transfer protein and Halloween genes

To further assess the quality of our sampling, we specifically identified and analyzed the expression level of two genes involved in *Varroa* reproduction: vitellogenin 1 and 2 (*vg1* and *vg*2), both of whose expression peak during oviposition [21]. The expression of the large lipid transfer protein (*lltp*), exhibiting an opposite expression profile [19] was also checked. We observed a similar expression pattern, providing a validation of our sampling: a peak of expression of *vg1* and *vg2* during the Pre-lay and Laying stages and inversely a drop of *lltp* during those two stages as compared to other stages (Additional files 6 and 7).

Although it is well established in insects that the initiation of vitellogenesis and reproduction are regulated by juvenile hormone, biochemical evidence suggests that mites and ticks cannot synthetize this hormone [25, 26]. Instead, it is assumed that vitellogenesis is initiated by ecdysteroids in Acari [25, 26]). In insects, the final sequential hydroxylation of steroid precursors into active ecdysteroids are mediated by cytochrome P450s (CYP450s), encoded by Halloween genes [27]. Orthologs of these P450s have been identified in ticks and mites [23, 28] including *Varroa* [20]: spook (*CYP307a1*), disembodied (*CYP302A1*) and shade (*CYP314A1*). In a previous study, disembodied and shade were found to be more highly expressed during the reproductive phase as compared to the phoretic phase, but such an increase was not observed 4 h after the brood cell invasion [20]. Similarly, in our study no increase in the expression levels of spook, disembodied and shade was detected between the Phor and Arrest stages (Additional file 6). 

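The authors list 1 contig of spook (LOC100906667), 3 of disembodied (LOC100906274) and 4 of shade (LOC100903435). None of the 8 was called between Phor and Arrest mites, and their log2 fold changes ran from -0.63 to 0.52. Spook changed by -0.13 (edgeR adjusted p = 0.83). The disembodied contigs changed by -0.63 (LOC100906274.1.3, edgeR adjusted p = 0.46), -0.03 (LOC100906274.2.3, 0.98) and -0.04 (LOC100906274.3.3, 0.89). The shade contigs changed by -0.49 (LOC100903435.1.4, edgeR adjusted p = 0.30), -0.17 (LOC100903435.2.4, 0.58), 0.01 (LOC100903435.3.4, 0.98) and 0.52 (LOC100903435.4.4, 0.22).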

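From Young to Phor mites, the 4 shade contigs were each higher in Phor. LOC100903435.3.4, the most abundant, rose from 3.27 ± 0.588 to 9.26 ± 1.20 CPM (SD, n = 4 each; standard error of the log2 fold change 0.17, edgeR adjusted p = 1.6e-08). LOC100903435.2.4 rose from 2.98 ± 0.939 to 8.24 ± 0.710 CPM, by 1.48 (standard error 0.18, edgeR adjusted p = 1.0e-07). The rise was 1.11 for LOC100903435.1.4 (standard error 0.30, edgeR adjusted p = 0.0051) and 1.58 for LOC100903435.4.4 (standard error 0.29, edgeR adjusted p = 8.1e-05). All 4 calls held under the 16 alternatives, with the lowest fold change at 0.94 on the log2 scale and the highest at 1.77. From Arrest to Pre-lay mites the 4 contigs changed by 0.28, 0.14, 0.02 and -0.16, and none was called between Arrest and Pre-lay, Pre-lay and Laying, or Laying and Post-lay.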

The expression level of shade did not change during reproduction but increased between the Young and Phoretic stages. However, we found that spook, disembodied and the ortholog of the mite *Metaseiulus occidentalis* ecdysone receptor were significantly upregulated in the Pre-lay vs Arrest stages and in the Laying vs Post-lay stages (except here for the ortholog of ecdysone receptor) (Additional files 6 and 8). 

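From Arrest to Pre-lay mites, spook (LOC100906667) rose from 12.2 ± 5.77 to 30.3 ± 9.21 CPM (SD, n = 4 each), a log2 fold change of 1.32 (standard error 0.30, edgeR adjusted p = 0.0017). The ecdysone receptor contig, LOC100908536, rose from 1.45 ± 0.445 to 3.69 ± 0.747 CPM, by 1.35 (standard error 0.28, edgeR adjusted p = 5.5e-04). Both were called under all 16 alternatives. The disembodied contigs rose by 1.53 (LOC100906274.1.3, standard error 0.46, edgeR adjusted p = 0.016), 1.28 (LOC100906274.2.3, 0.32, 0.0035) and 0.45 (LOC100906274.3.3, 0.12, 0.0079). In a fit of the Arrest and Pre-lay libraries alone none of the 3 was called, with edgeR adjusted p of 0.106, 0.0896 and 0.123. LOC100906274.1.3 also lost its call without Arrest R245 (0.084), Pre-lay R41 (0.061), Arrest R78 (0.057) or Pre-lay R78 (0.070). LOC100906274.3.3 lost it without Arrest R204 (0.051) or Arrest R245 (0.125). From Laying to Post-lay mites, spook dropped from 32.6 ± 10.4 CPM (SD, n = 4) to 15.4 ± 7.06 CPM (n = 3), a log2 fold change of -1.08 (standard error 0.32, edgeR adjusted p = 0.020). This call was lost without Post-lay R245 (0.061), Laying R245 (0.102) or Post-lay R41 (0.167), and in a fit of both stages alone (0.107). LOC100906274.1.3 changed by -1.04 (edgeR adjusted p = 0.081) and LOC100906274.2.3 by -0.85 (0.066), and neither was called. Both were called when R78-10 was added (0.017 and 0.0146) and in a fit of both stages alone (0.048 and 0.0130), and LOC100906274.1.3 also without Post-lay R204 (0.047). The most abundant disembodied contig, LOC100906274.3.3, stood at 32.4 ± 2.64 CPM in Laying and 33.8 ± 2.72 CPM in Post-lay mites, a change of 0.06 (edgeR adjusted p = 0.78) that turned to -0.0085 without Post-lay R41 (edgeR adjusted p = 0.990). The ecdysone receptor contig changed by -0.48 (edgeR adjusted p = 0.23). From these changes, the paper proposes that Halloween genes are upregulated to start ecdysteroid synthesis and reproduction.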

Altogether, those results suggest that Halloween genes in *Varroa* are transcriptionally upregulated to initiate the synthesis of ecdysteroid and reproduction.

### Biological features of *Varroa* life cycle

Gene Ontology (GO) enrichment analysis was performed to explore which functional components are involved in the *Varroa* life cycle. The corresponding lists of GO functions (biological process and molecular functions) for each pairwise comparison are shown in Additional file 9. Several functions changed between each stage but globally we found that functions like generation of precursor metabolites and energy, carbohydrate metabolic process, lipid metabolic process, heme binding and chitin binding or chitin metabolic process followed the same pattern of regulation, being upregulated in young *Varroa* females and then decreasing until oviposition (Laying stage), from which it increased again until foundress mites were ready to emerge from the brood cell and become phoretic again (Fig. 3). 

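The link between contigs and GO terms was not available here, and the enrichment was not analysed. As single illustrations, 3 described contigs name chitin, cuticle or cytochrome P450. A probable chitinase 3-like contig (LOC100898197) was lower in Pre-lay than in Arrest, with a log2 fold change of -0.53, and higher in Post-lay than in Laying by 0.56, both called by edgeR. It was then lower in Emerg than in Post-lay, by -0.62, again called. From Young to Phor it changed by 0.02 with TMM and by -0.10 with DESeq2's size factors, and was not called. A putative cuticle protein (IscW_ISCW016295) was higher in Phor than in Young by 1.48 and higher in Laying than in Pre-lay by 1.52, and lower in Emerg than in Post-lay by -2.16, all called. A cytochrome P450 4C1-like contig (LOC100902596.1.2) was higher in Phor than in Young by 1.00, lower in Pre-lay than in Arrest by -1.07, and higher in Post-lay than in Laying by 0.97, all called. It rose by another 0.91 from Post-lay to Emerg, also called.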

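Of the described contigs, 9 name ribosomal or ribosome biogenesis proteins and 2 name DNA replication, and they are given as illustrations only. From Arrest to Pre-lay, 7 of the 9 ribosome contigs were higher, with a median log2 fold change of 0.08 with TMM and 0.03 with DESeq2's size factors, beside 0.08 over all contigs. Only 1 of the 9 was called. From Laying to Post-lay, 7 of the 9 were again higher, with a median of 0.24, and 1 was called. The replication contigs, a replication factor C subunit 1 (Rfc1.1.9) and an Mcm3-like licensing factor (LOC100900853.1.2), were both higher in Pre-lay than in Arrest, with a median of 0.51. From Laying to Post-lay their median was -0.30, with 1 higher and 1 lower, and none of these changes was called.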

Functions like DNA replication, regulation of translation and ribosome biogenesis exhibited an opposite expression pattern, being most representative of reproductive stages (Pre-lay and Laying). Since the ability to reproduce requires high levels of energy, an overrepresentation of functions linked to energetic processes was expected during foundress reproduction in brood cells. For example, energetic metabolism was found to be one of the most significantly enriched physiological processes in foundresses (adult) when compared to other developmental stages (protonymph, deutonymph) [17]. However, such functions were rather upregulated before and after reproduction (egg-laying). This is in accordance with the study of Garedew et al. [29] on the energy and nutritional demands of foundresses. 

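Of the mitochondrial genes of energy metabolism, 7 contigs carry the symbols COX1, COX2, COX3 or CYTB, and the sources used here do not say which species they come from. The authors' best match for COX1.3.3 is a protein of Cervaphis quercus. Across libraries COX1.2.3 ranged from 3.98 CPM in Laying R78 to 286 CPM in Post-lay R245 and COX3.2.2 from 0 to 12.3 CPM. Both were highest in the Post-lay, Laying and NR libraries of colony R245, as was the honeybee hexamerin contig Hex70a. For these 2 contigs an origin in the bee is therefore a candidate, which was not tested on sequences. COX1.1.3 stayed between 3847 and 9784.5 CPM. COX1.2.3 and COX3.2.2 were called neither between Arrest and Pre-lay nor between Laying and Post-lay. The other 5 contigs were all lower in Pre-lay than in Arrest and higher in Post-lay than in Laying, and edgeR called 2 of the decreases and 4 of the increases. COX1.3.3, among these 5, was called in neither comparison. COX2 fell from 491 ± 98.7 CPM in Arrest to 328 ± 27.4 CPM in Pre-lay (SD, n = 4 each), a log2 fold change of -0.58 (standard error 0.19, edgeR adjusted p = 0.026). CYTB fell from 3455 ± 694 to 2199 ± 365 CPM, by -0.65 (standard error 0.20, edgeR adjusted p = 0.016). Both decreases lost their call without Arrest R41, at edgeR adjusted p of 0.0980 and 0.0614. From Laying to Post-lay, COX1.1.3 rose from 4156 ± 235 CPM (n = 4) to 6267 ± 724 CPM (n = 3), by 0.59 (standard error 0.16, edgeR adjusted p = 0.0087), and COX2 by 0.79 (standard error 0.20, edgeR adjusted p = 0.0072). CYTB rose by 0.76 (edgeR adjusted p = 0.011) and lost its call without Post-lay R245 (0.0513). COX3.1.2 rose by 0.64 (edgeR adjusted p = 0.032) and lost its call without Laying R204, Laying R78 or Post-lay R245, with a highest edgeR adjusted p of 0.128.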

The authors showed that foundresses in brood cells have a low metabolic rate and are very inefficient in energy use. They thus have to feed constantly to fulfil their energetic requirements. Indeed, vitellogenesis is initiated via the acquisition by oocytes of nutrients from the ovarian and lyrate organ tissues [30, 31] and from the host hemolymph [32, 33] once the female has started to feed on a 5th instar larva (Pre-lay). For example, some of the hemolymph proteins are ingested from the host and directly sequestered in eggs without any proteolytic digestion [32, 34]. Altogether, those observations suggest that nutrients are directly acquired by eggs from the host and female’s own storage, likely with little metabolic activity. The energetic metabolism peak observed before and after reproduction might in that case correspond to nutrient acquisition, metabolisation and storage in ovaries and dedicated organs to sustain future egg production.

**Fig. 3:**
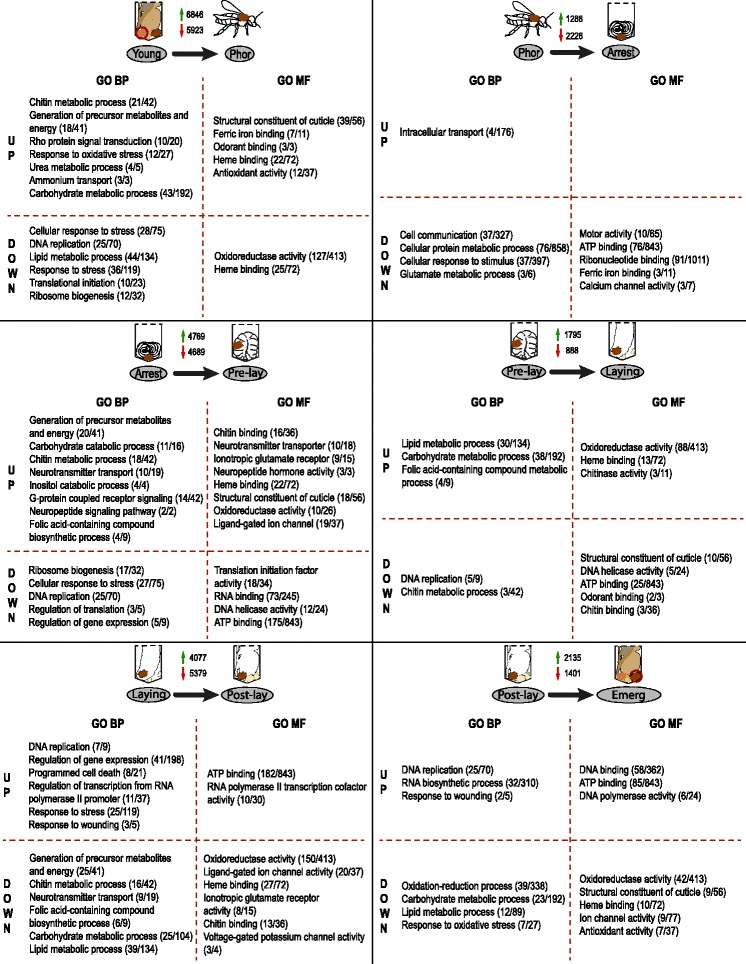
GO analysis of pairwise comparisons of conditions across the adult life cycle of *Varroa* females. Six comparisons of conditions across the female adult life cycle are shown. For each comparison, selected GO functions of interest are presented. Numbers in brackets indicate the number of significant contigs corresponding to a given function, followed by the number of annotated contigs in this comparison. BP, Biological Process; MF, Molecular Function; UP, upregulated; DOWN, downregulated. Illustrations by Fanny Mondet

Chitin binding and chitin metabolic process were functions enriched in young females characterized by a soft and light body coloration as compared to mature females (Fig. 3). Chitin is the main structural component of arthropod cuticle, which provides mechanical support and an effective barrier to desiccation and infections. The overexpression of chitin processes in young females would suggest cuticle hardening, as evidenced by the significant upregulation of the gene encoding the neuropeptide bursicon when compared to phoretic females. In insects, this neuropeptide is released after the ecdysis completion and triggers the tanning (melanisation and sclerotization) of the new cuticle [35]. This is in accordance with a proteomic study of *Varroa* developmental stages, which reported an upregulation of chitin metabolism in nymphs as compared to adults likely for the exoskeleton formation [17]. Interestingly, the functions related to chitin metabolism were downregulated during oviposition in brood cells (Pre-lay and Laying stages; Fig. 3). In the ixodid ticks, the synthesis of flexible cuticle enables its distension during ingestion of a large blood meal (around 100-fold increase in size of the individuals) [28]. A link between feeding behaviour and cuticle synthesis was thus expected. However, *Varroa* foundresses can ingest large amounts of hemolymph during reproduction and utilize up to 25% of the nutritional reserves of pupae [29]. An alternative hypothesis would be that, when reproducing, females invest less energy in cuticle synthesis since in capped brood cells they are less exposed to temperature and humidity variation and protected from grooming behaviours by adult bees, which can damage their cuticle [36]. *Varroa* females would therefore perfectly adapt their investment in chitin metabolism according to their host environment.

Heme binding was also markedly overrepresented in individuals outside the reproductive window (Fig. 3). Enzymes that bind iron and heme are involved in several key biological functions, including oxygen transport and sensing, synthesis of DNA, ecdysone and lipids [37]. Although it seems that hematophagous ticks are incapable of de novo heme biosynthesis [38], several steps in the heme synthesis pathway have been found in *Ixodes scapularis* [28]. Likewise, we also found some steps of this pathway in the *Varroa* transcriptome: aminolevulinate synthase, aminolevulinic acid dehydratase, porphobilinogen deaminase, uroporphyrinogen-III synthase, uroporphyrinogen decarboxylase, protoporphyrinogen oxidase, ferrochelatase, protoheme IX farnesyltransferase. However, in *I. scapularis*, Gulia-Nuss et al. suggested that those genes might be remnants of a once functional heme synthesis pathway until adaptation to blood feeding [28]. In hematophagous insects and ticks, iron is required for optimal egg development and viable offspring, and heme sequestration by heme-binding proteins co-evolved with blood feeding [28, 39]. We could therefore speculate that the increase in heme-binding protein before and after reproduction might reflect an increase in iron sequestration and prepare the organism for egg production, as observed for the energetic metabolism.

Finally, functions related to DNA replication, transcription and translation were key features of foundresses during reproduction in brood cells (Pre-lay and Lay stages), and were likely connected to oogenesis and cell division (Fig. 3). Indeed, the oocytes maturation in the ovary is characterized by an increase in nucleic acid, as observed with toluidine blue staining in *Varroa* females [40]. Expression levels of transcription factor were also found to be related to reproduction in *V. jacobsini* [18]. Interestingly, the GO function folic-acid containing compound metabolic process was enriched during the Arrest and Pre-lay stages (upregulated in Arrest vs Pre-lay stages and Pre-lay vs Laying stages). 

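A proton-coupled folate transporter-like contig (LOC100898680.1.6) is the only described contig here that names folate. It was lower in Pre-lay than in Arrest, with a log2 fold change of -0.58, and edgeR called this change. Between Pre-lay and Laying it was higher in Laying by 0.51 and not called, and from Laying to Post-lay it rose by 0.54 and was called. It is a single contig of a transporter and not the group of contigs behind the GO term.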

Folic acid is an important vitamin for animals and must be present in the diet for normal growth and development, as it normally cannot be synthetized. When converted to folate forms, it is used in DNA synthesis and amino acid metabolism, which are required for cell division. As an illustration of its biological importance, it has been reported in several insect species that individuals are more viable and fecund when fed with a diet containing folic acid than individual lacking this vitamin [41]. *Varroa* likely consumes folic acid from its host or potentially harbors some bacterial symbionts that provide essential folates [41]. The observed sharp increase of folic acid metabolism during female reproduction indicates that it is also essential for *Varroa* fecundity by sustaining DNA synthesis and cell division.

### Male vs female *Varroa*

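Between Young females and males, edgeR called 17932 contigs, 42.9% of all contigs, the highest number of the 12 comparisons made. DESeq2 with the paper's settings called 19125, and 17129 were called by both tools in the same direction. Without any 1 of the Young or Male libraries the number stayed between 16678 and 18106. With a threshold of at least 2-fold it was 11837. The largest number among the 9 comparisons of the 7 female stages and of Laying with NR mites was 12134, between Young and Phor.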

When looking at pairwise comparisons, the largest difference in the number of differentially expressed contigs was found between haploid males and diploid females. In their proteomic study, McAfee et al. found a large fraction of proteins (over 80%) to be upregulated in males as compared to females [17]. 

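Of the 17932 contigs called between Young females and males, 11620 were higher in males and 6312 higher in Young females. The share higher in males was 64.8% (95% exact Clopper-Pearson interval 64.1 to 65.5%). It was 56.7% with DESeq2 run with the paper's settings, 57.3% with DESeq2's size factors in edgeR and 51.4% without contigs that took more than 1% of a library. Contigs summed per gene, with those named by a number kept single, gave 50.3%, the alternative that moved it most. Without Male R204 it was 58.9%, without Male R245 57.3%, without Male R41 57.0% and without Male R78 55.8%. Without Young R78 it was 56.9%, without Young R245 66.6% and without Young R41 65.8%.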

We did not observe this pattern (43% upregulated in males, Additional file 6). Besides the level of analysis (proteomic vs transcriptomic), the major difference between those two studies come from the type of samples used for the comparative analysis: pools of deutonymphs, adult daughters and foundresses versus pools of deutonymphs and adult sons in McAfee et al. [17], and adult sons versus adult daughters in our study. Nevertheless, like in McAfee et al. [17], we found enrichment of functions related to chromatin assembly, energetic metabolism and gene expression among the genes differentially expressed between males and females (Fig. 4 and Additional file 9). More precisely, energetic metabolism and chromatin assembly were upregulated in females, and functions like DNA replication and repair were downregulated. In addition, chitin metabolism process was specifically enriched in females, demonstrating the active exoskeleton formation and hardening in females as compared to males. In the proteomic studies, histone lysine N-methyltransferase was in the top 10 of proteins that were the most differentially expressed between males and females. Similarly, in the honeybee ectoparasite *Tropilaelaps mercedesae*, the comparison between adult male and female transcriptomes showed that histone-lysine-*N*-methyltransferase gene family was more highly expressed in males than in females [42]. This is supported by our data revealing an overrepresentation of the function related to N-methyltransferase activity in males as compared to females. 

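The enrichment of N-methyltransferase activity was not analysed here, since the link between contigs and GO terms was not available. Of the described contigs, 3 name a histone-lysine N-methyltransferase: a SETMAR-like (LOC105254361.1.2), a setd3-like (LOC100898757.1.2) and an eggless-like (LOC100897174.1.3) contig. Between Young females and males, 2 were higher and 1 lower in males, and edgeR called none of them. Their median log2 fold change was 0.08 with TMM and -0.01 with DESeq2's size factors, so that its sign depends on the scaling.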

The methylation of histones for the epigenetic modification of chromatin and the regulation of gene expression might therefore be a conserved mechanism involved in sexual differentiation and maybe dosage compensation [43]. 

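The authors list 2 contigs of E3 ubiquitin-protein ligase HERC4. LOC100898284.2.2 had the smallest p of all contigs higher in males than in Young females, and it rose from 52.2 ± 1.94 CPM in Young to 528 ± 43.7 CPM in Male libraries (SD, n = 4 each). Its log2 fold change was 3.34 (standard error 0.09, edgeR adjusted p = 1.3e-25). LOC100898284.1.2 rose from 50.4 ± 3.14 to 498 ± 42.2 CPM, by 3.31 (standard error 0.09, edgeR adjusted p = 1.5e-25). Both were called under all 16 alternatives, with log2 fold changes from 3.13 to 3.35. Among contigs lower in males, contig_09181 had the smallest p: it dropped from 18.4 ± 1.58 to 0.333 ± 0.106 CPM, by -5.82 on the log2 scale (standard error 0.20, edgeR adjusted p = 1.4e-22).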

The ortholog E3 ubiquitin-protein ligase HERC4 was one of the most differentially expressed gene between males and females. Its disruption in mice is known for causing defects in spermatozoon maturation and impairing fertility [44]. Finally, many contigs of spermatogenesis-associated proteins were upregulated in males. Those proteins, as their name indicate, act in sperm development in mammals as well as in insects [45]. 

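A search of the contig identifiers and of the available descriptions gave 1 contig of each of 2 spermatogenesis-associated proteins. Spata20 rose from 23.3 ± 2.01 CPM in Young females to 151 ± 10.8 CPM in males (SD, n = 4 each), a log2 fold change of 2.69 (standard error 0.11, edgeR adjusted p = 9.4e-21), and was called under all 16 alternatives. A spermatogenesis-associated protein 5-like contig (LOC100903453) was lower in males by -0.24 with TMM and -0.34 with DESeq2's size factors and was not called. Other contigs of such proteins could not be found, since descriptions were available for 758 contigs only.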

Suppression of their expression in the brown planthopper *Nilaparvata lugens* leads to decreased male accessory gland protein content and reproductive system development, as well as defects in the reproductive biology of their mating partners, providing good candidates for RNAi based control of insect pests [46].

**Fig. 4:**
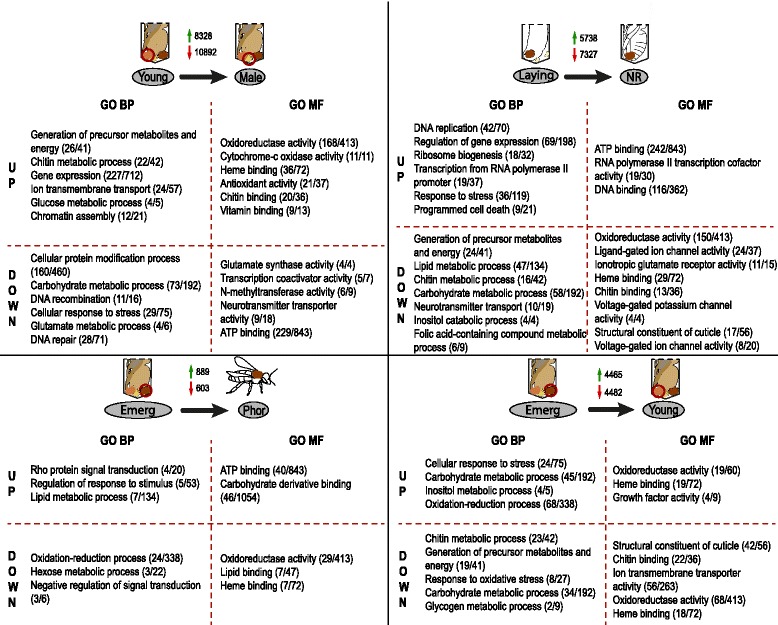
GO analysis of pairwise comparisons of selected conditions of the adult life cycle of *Varroa* mites. Four comparisons were included: young adult female versus male, laying female versus non reproductive female, female in cell ready to emerge versus phoretic mite, young versus females that have reproduced at least once. Two comparisons were not included as no or only 2 contigs were identified as differentially expressed: phoretic mite naturally reared versus reared in cages, post-laying female versus non-reproductive female, respectively. For each comparison, selected GO functions of interest are presented. Numbers in brackets indicate the number of significant contigs corresponding to a given function, followed by the number of annotated contigs in this comparison. BP, Biological Process; MF, Molecular Function; UP, upregulated; DOWN, downregulated. Illustrations by Fanny Mondet

### Reproductive vs non-reproductive *Varroa*

It has been known for a long time that a certain percentage of female mites fail to reproduce after invading a brood cell [1]. Therefore, unravelling the mechanisms that trigger reproductive failure represent a crucial step for paving the way towards a better control of mite population within colonies. 

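Between Post-lay and NR mites, edgeR called 0 contigs, and the lowest adjusted p was 0.501. An unadjusted p under 0.05 was found for 3899 contigs. DESeq2 called 2 contigs with the paper's settings and 4 with its current defaults, all of them higher in NR. Without NR R245, edgeR called 2 contigs, both lower in NR. LOC100908155.4.4, a matrix metalloproteinase-16-like contig, stood at 3.43 ± 0.794 CPM in Post-lay (SD, n = 3) and 8.57 ± 1.23 CPM in NR (n = 4). Its log2 fold change was 1.32 (standard error 0.27, edgeR adjusted p = 0.501), against 1.34 with DESeq2 and the paper's settings (DESeq2 adjusted p = 0.0165). The level of contig_19153 was 0.810 ± 0.0931 CPM in Post-lay and 1.77 ± 0.432 CPM in NR, a log2 fold change of 1.13 (standard error 0.22, edgeR adjusted p = 0.501; DESeq2 adjusted p = 0.0193). Both were also called by DESeq2 with its current defaults, and over the 15 alternatives run for single contigs their adjusted p ran from 0.0165 to 0.974 and from 0.0193 to 0.944. A further contig of the authors' table, contig_03992, was also higher in NR, by 1.48 (standard error 0.33, edgeR adjusted p = 0.514; DESeq2 adjusted p = 0.0701). In counts simulated for 3 Post-lay and 4 NR libraries with 200 contigs changed 4-fold, edgeR recovered 176 of the 200 with 11 false calls, and DESeq2 183 with 39.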

For that purpose, we compared here the transcriptomes of females who successfully reproduced and others that failed**.** Only two contigs were differentially expressed between the two female types; with one encoding a metalloproteinase (Additional file 6). In addition, the set of functions that were overrepresented between the pairwise comparisons: egg-laying females vs post-laying females and egg-laying females vs non-reproducing females were highly similar and related to energetic metabolism, chitin metabolism (downregulated in laying females) and regulation of gene expression (upregulated in laying females) (Additional file 9 and Figs. 3 and 4). 

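GO terms were not analysed here, and the comparisons of Laying with Post-lay and of Laying with NR mites were set beside each other contig by contig. Between Laying and NR mites, edgeR called 11624 contigs, 5821 higher and 5803 lower in NR. The share higher in NR was 50.1% with TMM, 57.8% with DESeq2's size factors in edgeR, and 59.3% with contigs summed per gene. The range was 48.7 to 64.3% with each library left out in turn. The farnesyl pyrophosphate synthase-like contig LOC100904013.1.2 rose from 14.1 ± 2.79 to 65.9 ± 14.4 CPM (SD, n = 4 each), by 2.22 (standard error 0.17, edgeR adjusted p = 9.0e-11). The contig lower in NR with the smallest p, contig_05611, fell from 148 ± 13.1 to 75.5 ± 12.9 CPM, by -0.97 (standard error 0.11, edgeR adjusted p = 2.4e-07). Over the 13368 contigs called in at least 1 of the comparisons, Spearman's correlation of both log2 fold changes was 0.894, and 98.7% of contigs changed in the same direction. Both comparisons called 5581 contigs, and none of these in opposite directions. The comparisons share the Laying libraries, which alone gives a correlation. In 20 simulations without any difference between stages it averaged 0.433 (0.416 to 0.448), with 65.4% in the same direction. The simulations kept the same 13368 contigs and did not choose them anew by calls. They therefore cover the shared libraries but not the choice of contigs by their calls, which can itself raise both values. Post-lay and NR pools of a colony also correlated, at a mean of 0.379 once stage means were subtracted. This is a further source of similarity, which the shared Laying libraries do not cover. Spearman's correlation is here across contigs, which are not independent replicates, and no p-value is given. Over all contigs that pass filterByExpr, a set not chosen by these calls, it was 0.787, with 81.4% of contigs in the same direction. Over called contigs without Post-lay R245 it was likewise 0.787. Without Post-lay R41, 2246 contigs were called in both comparisons, and without NR R245, 1 contig was called in opposite directions.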

The GO function folic-acid containing compound metabolic process was enriched in both cases after egg-laying, likely preparing the organism for a new reproductive cycle. In sum, reproductive and non-reproductive females were highly similar and it was not possible to directly distinguish them. 

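Between single libraries of these groups, NR R41 correlated with Post-lay libraries at a mean Pearson r of 0.961 and with the other NR libraries at 0.950. Post-lay R245 correlated with NR libraries at 0.954 and with the other Post-lay libraries at 0.945. Post-lay R204 (0.948 against 0.940 with NR) and Post-lay R41 (0.954 against 0.948) were closer to their own group. So was NR R245, at 0.943 against 0.941 with Post-lay, while NR R204 and NR R78 were closest to Emerg. From the few contigs that differed between both groups and the shared functions of the changes against Laying mites, the paper concludes that these females could not be distinguished directly.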

Since non-reproductive and reproductive females have a very similar profile, it seems that mechanisms that inhibited *Varroa* reproduction occurred before oogenesis. For instance, a recent study revealed that successful *Varroa* reproduction is determined by a specific time frame: mite oogenesis is stimulated by larva kairomones and occurs within 12 h after worker brood cells are capped; after that another set of chemicals seems to interrupt mite oogenesis [47]. A bad timing and as a consequence failure in oogenesis initiation could therefore prevent *Varroa* reproduction. However, we cannot exclude the existence of detrimental factors from the host (e.g. immune defense) or the parasite itself (e.g. low levels of nutrients) that prevented mite oogenesis.

### Mother vs daughter *Varroa*

The major changes between mother (Emerg) and daughter (Young) transcriptomes concern functions related to carbohydrate metabolic process, structural constituent of cuticle, and the generation of precursor metabolites and energy, which were upregulated in daughters (Fig. 4 and Additional file 9). Those changes are consistent with the cuticle hardening and physiological maturation operating in young *Varroa* females. 

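Between Emerg mothers and Young daughters, 8398 contigs were called, 3125 higher and 5273 lower in Young. The share higher in Young, 37.2% with TMM, was 49.8% with DESeq2's size factors in edgeR and 50.1% with DESeq2. It was 52.2% without contigs above 1% of a library. With each library left out in turn, 6548 to 8195 contigs were called. The arylsulfatase B-like contig LOC100901097.7.8 was higher in Young by 4.80 on the log2 scale (standard error 0.23, edgeR adjusted p = 6.1e-17), from 3.45 ± 1.33 CPM in Emerg (SD, n = 4). In the other direction, contig_19084 was at 9.01 ± 2.56 CPM in Emerg and 0.114 ± 0.0396 CPM in Young, a change of -6.22 (standard error 0.36, edgeR adjusted p = 7.0e-15). As single illustrations, the cuticle protein contig IscW_ISCW016295 was lower in Young than in Emerg by -1.65, called by edgeR, and the chitinase contig LOC100898197 was higher by 0.29, not called. GO terms were not analysed.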

The function cellular response to stress was enriched in mother mites, possibly as a result of cellular changes in state and activity following oviposition, as also observed between egg-laying (Laying stage) and post-laying females (Post-laying stage) (Fig. 4). 

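The authors list 3 contigs of a cholecystokinin receptor type A-like protein, and all 3 were lower in Young daughters than in Emerg mothers. LOC100901871.3.3 was at 3.04 ± 0.703 CPM in Emerg and 1.54 ± 0.330 CPM in Young (SD, n = 4 each), a log2 fold change of -0.99 (standard error 0.23, edgeR adjusted p = 0.0013), called under all 16 alternatives. LOC100901871.1.3 went from 2.11 ± 0.421 to 1.16 ± 0.526 CPM, by -0.90 (standard error 0.24, edgeR adjusted p = 0.0053), and was not called in a fit of both stages alone (0.0699). LOC100901871.2.3 went from 1.34 ± 0.568 to 0.736 ± 0.231 CPM, by -0.91 (standard error 0.30, edgeR adjusted p = 0.029). This last call was lost with DESeq2's size factors (0.052), without contigs above 1% of a library (0.056) and in the fit of both stages alone (0.129). It was also lost without Emerg R204 (0.142), Young R204 (0.142), Emerg R245 (0.117), Young R245 (0.065) or Young R78 (0.051).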

Interestingly, the contigs related to the cholecystokinin receptor type A were upregulated in mothers (Additional file 6). This neuropeptide regulates many behavioural functions in insects, like the inhibition of food intake and the stimulation of hyperactivity and locomotion [48]. If cholecystokinin functions are conserved in *Varroa* mites, it could reflect behavioural differences between mothers, ready to start a new phoretic stage once they reproduced, and daughters, who needs to feed and stay in the cells in order to complete their physiological and morphological development.

### Artificially-reared phoretic *Varroa*

Many efforts are currently being made to improve our knowledge of *Varroa* biology and life cycle, as well as to identify chemical treatments again this parasite. For this purpose, many studies have attempted to either rear the mite on its host or not under laboratory conditions [49–52]. In order to assess whether or not artificial rearing conditions are stressful and induce significant changes in *Varroa* physiology, we artificially-reared phoretic *Varroa* on its host for 4 days under laboratory conditions and compared their transcriptome to colony-collected phoretic *Varroa*. No significant change was observed between both rearing conditions (Additional file 6), which demonstrates the suitability of such rearing conditions for studying *Varroa* biology or resistance to chemical treatments, at least at the phoretic stage.

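Cage mites were phoretic mites kept with adult bees in cages for 4 days. Between Phor and Cage mites, edgeR called 0 contigs, with a lowest adjusted p of 0.230, while 1841 contigs had an unadjusted p under 0.05. DESeq2 called 0 with the paper's settings and 2 with its current defaults. No contig was called by edgeR with any 1 of the 8 libraries left out. Power was tested on simulated counts for another comparison of 4 against 4 libraries, Phor with Arrest, where edgeR recovered 178 of 200 contigs changed 4-fold, with 6 false calls, and DESeq2 180 with 30. Smaller changes were not simulated. From the absence of called contigs, the paper concludes that such rearing conditions are suitable for studies of phoretic mites.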

### Bee transcripts in *Varroa*

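Of the honeybee genes searched for by symbol, 10 contigs belong to hexamerins: 3 of Hex70b, 1 of Hex70a, 2 of Hex70c and 4 of Hex110. Transferrin symbols gave 1 contig each of Tsf1 and Tf, and apolipophorin symbols gave none. The 10 hexamerin contigs together took 0.194 ± 0.318% of the counts of a library in Arrest mites (SD, n = 4). The share was 0.668% in Arrest R245, 0.0893% in Arrest R41, 0.0174% in Arrest R78 and 0.00268% in Arrest R204, so that 1 library carries most of the mean. Without Arrest R245, left out after the values had been seen, the mean was 0.0365%. Colony R245 had the highest share of its condition in 9 of 10 conditions, R78-10 not counted, as in the values that follow. With R245 left out of every condition, also after the values had been seen, Arrest stayed highest at 0.0365%, before Post-lay at 0.0286% and NR at 0.0134%. Arrest was the highest condition within 3 of the 4 colonies, and within R204 it was Young, at 0.0227% against 0.00268% in Arrest. With all colonies the mean was 0.0377% in Laying, 0.0548% in Post-lay, 0.0142% in Young, 0.00123% in Phor, 0.0218% in Pre-lay, 0.00962% in Emerg, 0.0355% in NR, 3.22e-04% in Cage and 0.0171% in Male mites. In an exact two-sided permutation test of the Arrest libraries, p was 0.0286 against Cage, the smallest that 4 against 4 libraries allow, and 0.0571 against Phor. Both are 0.257 after Benjamini-Hochberg adjustment over the 9 exact tests, and the other 7 gave p of at least 0.229. The Post-lay libraries of this test were the 3 without R78-10. The test did not pair pools by colony. Within each of the 4 colonies the Arrest share was above those of Phor and Cage. The lowest Arrest share, 0.00268% in R204, stood against 4.17e-05% in Phor and 3.56e-05% in Cage mites of that colony. Over all 40 libraries, stages accounted for 58.5% of the sum of squares of the log10 share (permutation of stage labels within colonies, p = 1e-05, the smallest possible, 4e-05 adjusted) and colonies for 28.4% (permutation p = 1e-05). Of the 10 contigs, 9 had their highest mean in Arrest, while Hex70a was highest in Post-lay, at 257 CPM against 127 CPM in Arrest. Tsf1 was also highest in Post-lay, at 54.6 CPM against 15.8 CPM in Arrest, and Tf in NR. Between Phor and Arrest, all 10 hexamerin contigs were higher in Arrest and edgeR called 8, among them HEX70b.1.3 with a log2 fold change of 7.89 (standard error 1.96, edgeR adjusted p = 0.0384). HEX70b.2.3 (edgeR adjusted p = 0.052) and Hex70a (0.079) were not called. With colony in the model HEX70b.2.3 was called too (edgeR adjusted p = 4.4e-04). DESeq2 called all 10, and a fit of both groups alone none. The number was 0 without Arrest R245, Phor R245, Phor R41 or Phor R78, 1 without Arrest R78, 3 without Arrest R204 and 10 without Arrest R41.

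**Figure D2:**
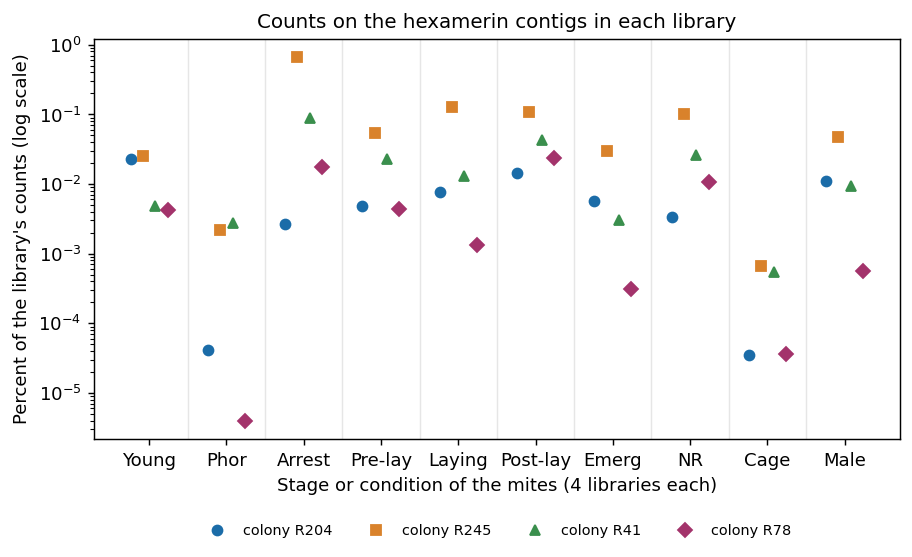
Percent of the counts of each library that fell on the 10 hexamerin contigs, on a log scale, with 1 point per library by stage or condition and coloured by colony. Arrest R245 lies at 0.668% and the other Arrest libraries between 0.00268 and 0.0893%.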

We found contigs encoding honeybee hexamerin 70b, 70c, 70a and 110, transferrin and apolipophorin in female mites and reaching a peak at the Arrest stage - mites in unsealed L5 brood cells (Additional files 6 and 10). The presence of honeybee hemolymph proteins, including hexamerin, transferrin and apolipophorin, has already been reported in *Varroa* [17, 53], and can provide an estimate of the undigested protein diet of *Varroa*. Since such proteins are synthetized in the bee fat body (before being released in hemolymph), it might be surprising to find their transcripts in mites. However, the levels of hexamerin, transferrin and apolipophorin, which are involved in the juvenile hormone-binding protein molecular traffic, reach a peak at the end of the L5 instar [54, 55]. Furthermore, *Varroa* might have a better access to the fat body of larva than adults, as evidenced by the fact that transcripts of bee vitellogenin, which is also synthesised in the fat body and is at a higher level in adults than in larvae (at least 50-fold difference) [56], were not found in *Varroa*. Altogether, those observations provide the most parsimonious explanation for the presence of bee transcripts in *Varroa* at the Arrest stage.

### Co-expression analysis of the *Varroa* life cycle

The next objective was to identify genes and biological processes associated with the progression of *Varroa* life cycle using differential expression and co-expression analysis. 

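Over the 27 libraries of the 7 female stages, edgeR's quasi-likelihood test of any difference among stages found 29134 contigs at an adjusted p under 0.1. With each library left out in turn the number stayed between 27599 and 30037. The clusters were not fitted again: their assignments were taken from the authors' table, of which 1681 of 30225 contigs were available here. For each of these contigs, the stage with the highest mean of TMM-normalized counts was found. The available contigs are a part of the table, so that shares per cluster describe that part. The authors formed the clusters from the profiles of these same counts, so that the peak stages are largely set by the assignment and are not independent evidence.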

We performed a co-expression analysis for contigs identified as differentially expressed in at least one of the comparisons involving the life-cycle stages (Young, Phor, Arrest, Pre-lay, Laying, Post-lay, Emerg; Benjamini-Hochberg (BH) adjusted *P*-value < 0.10) and identified 14 clusters, with most of them demonstrating a stage-specific expression (Fig. 5 and Additional file 11). For instance, the cluster 13 was primarily expressed in the Young stage, and the clusters 6 and 10 in the Laying stage. 

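All 48 available contigs of cluster 13 had their highest mean in Young mites (100%, 95% exact interval 92.6 to 100%). In cluster 6, 145 of 192 contigs peaked in Laying mites, which is 75.5% (68.8 to 81.4%), and in cluster 10 118 of 158, which is 74.7% (67.2 to 81.3%). The clusters come from these same counts, and the intervals describe only the sampling of contigs. The mean share of a contig's counts in Laying mites was 22.7% in cluster 6 and 20.0% in cluster 10, against 18.6% and 17.0% in Pre-lay mites. For cluster 6 the percent that peaked in Laying moved beyond this interval without Laying R78 (66.1%), Pre-lay R78 (67.2%) or Pre-lay R245 (82.3%). For cluster 10 it stayed between 67.7 and 81.0% with each library left out, and for cluster 13 between 97.9 and 100%.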

Some clusters were visually similar, which was confirmed by a hierarchical clustering analysis on the cluster profiles revealed by the co-expression analysis (Fig. 6). 

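In the available part of the authors' cluster table, the most frequent peak in cluster 2 was Pre-lay, for 83 of 195 contigs (42.6%), and in cluster 5 Pre-lay, for 91 of 215 (42.3%). The mean share of counts in Pre-lay was 17.9% in cluster 2 and 19.8% in cluster 5, and in Phor 9.47% and 6.81%. In clusters 1, 4, 8 and 9 the most frequent peak was Young, for 33 of 89, 51 of 118, 88 of 174 and 41 of 107 contigs. In these clusters the lowest mean share fell in Laying mites, at 7.79% in cluster 1, 11.2% in cluster 4, 10.1% in cluster 8 and 9.52% in cluster 9.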

Clusters 2, 5, 6 and 10, which were mostly expressed during brood cell invasion and foundress reproduction, were segregated from clusters 1, 4, 8 and 9 showing a pre- and post-reproduction specific expression. The other clusters (3, 7, 11, 12 and 14) did not exhibit a clear stage-specific expression pattern. 

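In cluster 3, 14 of 15 available contigs peaked in Arrest, where the mean share of counts was 70.6%. In cluster 12, 47 of 55 peaked in Post-lay (85.5%), with a mean share of 41.7% there. In cluster 7, 14 of 23 peaked in Laying (60.9%), with a mean share of 34.8%. In cluster 11, 19 of 45 peaked in Young (42.2%), with a mean share of 22.1%. Cluster 14 showed the least spread: its most frequent peak, Laying, held 55 of 247 contigs (22.3%), and its mean shares ran from 13.6% in Young to 14.8% in Pre-lay.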

The GO enrichment analysis on contigs related to each cluster highlighted the same biological features revealed by the pairwise comparisons (Fig. 6 and Additional file 12**)**. On one hand, in clusters 2, 5, 6 and 10, which were specific to reproductive stages, the most enriched functions were related to the regulation of gene expression, cell cycle and cellular response to stimulus (Fig. 6). On the other hand, in clusters 1, 4, 8 and 9, which were specific to pre- and post- reproductive stages, processes linked to energetic metabolism, chitin binding, heme binding, and ionotropic glutamate receptor activity were among the most representative.

**Fig. 5:**
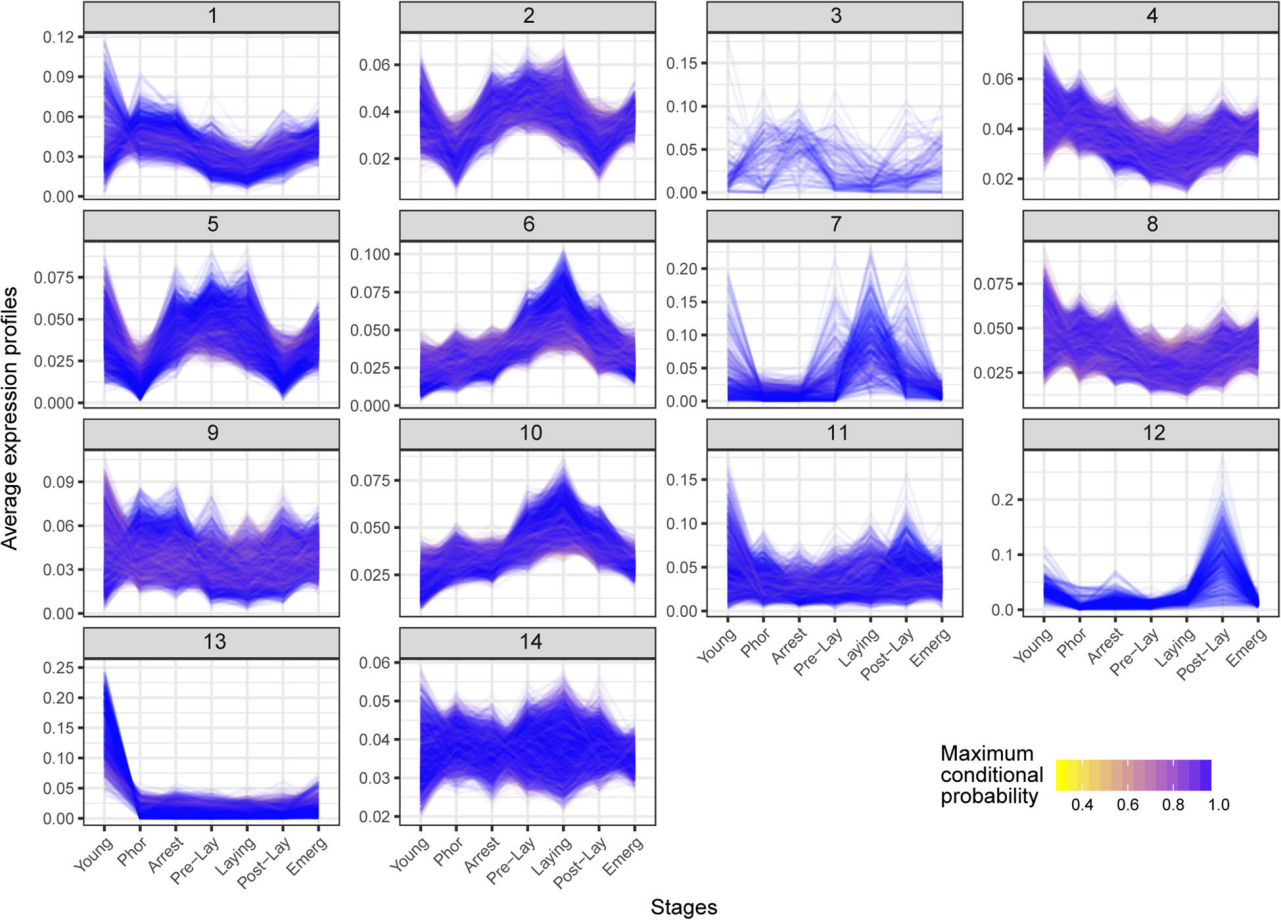
Co-expression analysis of *Varroa* mite life cycle. Normalized expression profiles and cluster assignment of contigs that were differentially expressed in at least one of the following contrasts, using BH corrected *P*-values less than 10%: Young vs Phor, Phor vs Arrest, Arrest vs Pre-lay, Pre-lay vs Laying, Laying vs Post-lay, Post-lay vs Emerg. Fourteen clusters were identified. The colour scale represents the maximum conditional probability of cluster membership for each contig, with yellow and blue representing weak and strong probabilities, respectively

**Fig. 6:**
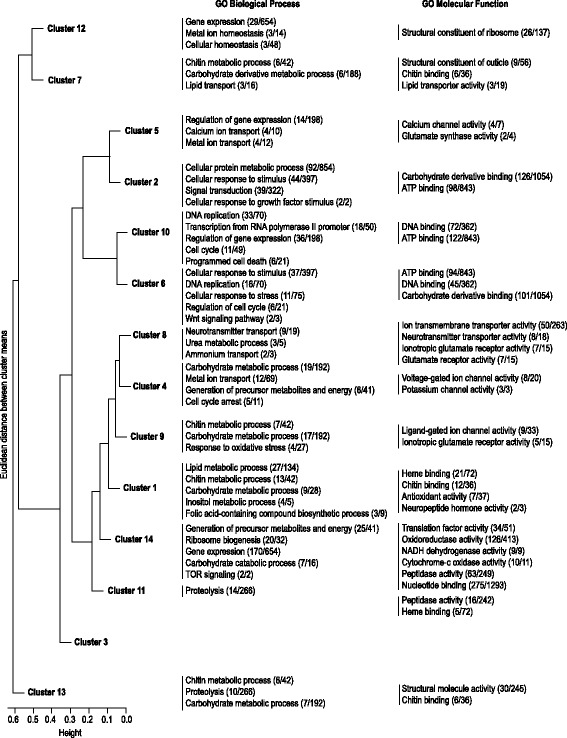
Hierarchical clustering and GO analysis of clusters revealed by the co-expression analysis. Fourteen clusters were identified and compared through a hierarchical classification. For each cluster, selected GO functions of interest are presented. Numbers in brackets indicate the number of significant contigs corresponding to a given function, followed by the number of annotated contigs in this comparison

In order to get some more insight on the biological processes underlying *Varroa* life cycle we looked for orthologs of *Ixodes scapularis* (tick vector of Lyme disease) and *Metaseiulus occidentalis* (predatory mite) genes involved in functions and pathways that *i)* are important to the tick and mite biology [23, 28] and *ii)* show a specific expression pattern during the *Varroa* life cycle based on the co-expression analysis (i.e. identified in one of the co-expression clusters).

#### RNA interference machinery

Orthologs of the RNA interference (RNAi) pathways were found to be differentially expressed across the life cycle. This conserved pathway is activated in response to both endogenous and exogenous pathogenic nucleic acids (double stranded RNA) and regulate the expression of protein-coding genes [57, 58]. Most of the contigs of this pathway followed the same pattern of expression and were upregulated during reproduction (Arrest, Pre-lay and Laying stages) (Fig. 7a and Additional file 13). 

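The authors list 64 contigs of the RNAi pathways, chosen by their co-expression in these libraries, so that a test on the same libraries is not independent evidence. The mean of Arrest, Pre-lay and Laying was compared with the mean of Phor, Post-lay and Emerg. The median log2 fold change over the 64 contigs was 0.58, and 54 were higher in the reproductive group, against 51.8% of all contigs. The set test fry of limma gave an adjusted p over the 5 lists tested of 4.05e-07. All 5 lists were also called by limma's camera with an estimated correlation between contigs, a test that asks whether a list moved more than other contigs. edgeR called 44 contigs higher and 3 lower over all contigs tested, and 47 and 4 when adjusted over the list alone. The most extreme were LOC100906853.1.2, a staphylococcal nuclease domain-containing protein 1-like contig, at 2.08 (standard error 0.36, edgeR adjusted p = 5.2e-05), and LOC100905839.6.7 at -0.44 (standard error 0.19, edgeR adjusted p = 0.064). Summed per gene, the median was 0.20 over 25 genes. Against Young mites, the scale of the paper's Fig. 7a, the median was 0.16 in Arrest, 0.59 in both Pre-lay and Laying, -0.41 in Phor, -0.11 in Post-lay and 0.11 in Emerg. Taken alone, Arrest was higher than Young in 45 of the 64 contigs, and fry did not call this difference. By category, 12 of 13 contigs of RNase III proteins were higher, with a median of 0.91, and 34 of 42 contigs of double-stranded RNA uptake, with a median of 0.54. Of the 6 RISC contigs 5 were higher, with a median of 0.21, as were both contigs of systemic RNAi, with a median of 0.51.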

RNAi is an important defence against viruses [59]; however, no obvious increase or change in virus levels was observed during the life cycle (see below and Additional file 14). In addition, immunity and reproduction, which are energetically demanding processes, have often been found to trade-off in female insects [60]. 

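The share of a library's counts on the 8 contigs named VDV1_gp1 was tested for differences between stages by permuting the stage labels within colonies. Stages accounted for 8.56% of the sum of squares of the log10 share over 40 libraries, with 1 count added per library (permutation test, 100000 resamples, p = 0.528). Without R78-10, left out after its value had been seen, the value was 10.4% (permutation p = 0.463). On this scale, a 2-fold difference weighs the same in libraries with low and with high shares.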

The increased expression of RNAi pathways does not seem to be associated with an immune response here, but might instead reflect a rise in transcriptional regulation activity as evidenced by the enrichment of functions related to the regulation of gene expression during reproduction (see above).

**Fig. 7:**
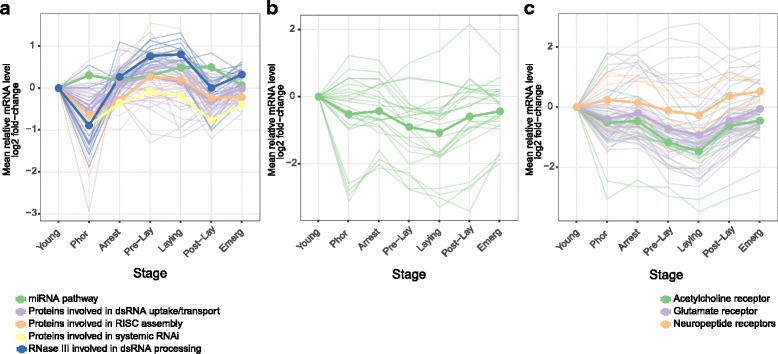
Dynamic expression of contigs encoding genes from the RNAi pathways (**a**), sialome (**b**) and neurotransmitters and neuropeptides receptors **(c).** Only contigs that were identified in clusters from the co-expression analysis are shown. Contig IDs are shown in the Additional file 13. After averaging values for each contig across replicates in each stage, mean expression values are reported as log_2_ fold-change with respect to the Young stage. Thick lines represent the average expression of contigs belonging to the same functional category

#### Sialome

When feeding, the *Varroa* female punctures its host cuticle with its chelicerae, injects saliva into the hemolymph through the open wound, and then ingests bees’ hemolymph. Interestingly, the expression level of genes from the sialome (set of mRNA and proteins expressed in salivary glands) abruptly decreased in *Varroa* females during reproduction (Fig. 7b and Additional file 13). 

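For the 25 sialome contigs that the authors list, the mean of Pre-lay and Laying was compared with the mean of Phor, Arrest, Post-lay and Emerg. The median log2 fold change was -0.36, and 22 of the 25 contigs were lower in the reproductive stages, while 55.1% of all contigs were higher. The fry test gave a limma adjusted p = 3.87e-11. edgeR called 14 contigs lower and 2 higher, and the same numbers when adjusted over the list alone, which is not independent evidence since the list was chosen on these libraries. The largest decrease was in a cystatin-A2-like contig (LOC100899574), at -1.16 (standard error 0.10, edgeR adjusted p = 4.6e-11). A dipeptidyl peptidase 8 contig (Dpp8.3.5) was higher by 0.38 (standard error 0.10, edgeR adjusted p = 0.0014). With each library left out in turn, the median stayed between -0.54 and -0.31. Against Young mites the median was -0.12 in Phor, -0.23 in Arrest, -0.44 in Pre-lay, -0.52 in Laying, -0.10 in Post-lay and -0.11 in Emerg.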

In blood sucking animals, the saliva contains a complex mixture of compounds that disarm the host’s hemostasis, inflammation and immunity, therefore facilitating the blood feeding [61, 62]. In addition, salivary glands can produce digestive enzymes involved in digestion of skin matrix constituents [62]. Since females regularly feed on adult and immature hosts, the reason for such a decrease in the sialome expression during reproduction is not clear. To our knowledge, it is not known whether adult bees are more resistant to wounding (better hemostasis, inflammation and immunity) than immature bees, but it is possible that *Varroa* adapts to its host physiology and morphology during its cycle. For example, during reproduction *Varroa* feeds on larvae and pupae that have a flexible and soft unsclerotised cuticle, as compared to the rigid cuticle of adult bees. Therefore, *Varroa* might invest less energy in saliva secretion during reproduction assuming that immature bees represent an easier meal for them at the enzymatic level.

#### Neurotransmitters and neuropeptides receptors

We found a common expression profile for orthologs of glutamate, acetylcholine and several neuropeptides receptors, characterized by a marked drop in their expression levels during foundress reproduction (Pre-lay and Laying stages) (Fig. 7C and Additional file 13). 

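The receptor lists of the authors were compared between the same groups of stages as the sialome. All 15 acetylcholine receptor contigs were lower in Pre-lay and Laying, with a median log2 fold change of -0.66 (limma fry adjusted p = 8.27e-10), and edgeR called 11, as many as when adjusted over the list alone. The lowest was LOC100898538 at -1.56 (standard error 0.20, edgeR adjusted p = 5.8e-08). Of the 45 glutamate receptor contigs, 40 were lower, with a median of -0.58 (limma fry adjusted p = 3.11e-08). edgeR called 27 lower and 4 higher, and 29 and 4 when adjusted over the list alone. Among them LOC100905217.6.6 changed by -1.50 (standard error 0.29, edgeR adjusted p = 5.0e-05), and LOC100907193.4.5, a glutamate-gated chloride channel-like contig, by 0.84 (standard error 0.22, edgeR adjusted p = 0.0016). With each library left out, the medians stayed between -0.83 and -0.56 and between -0.73 and -0.51. Against Young mites, the acetylcholine median was -1.07 in Pre-lay and -1.29 in Laying, and the glutamate median -0.76 and -1.04. In Phor, Arrest, Post-lay and Emerg these medians lay between -0.47 and -0.31 and between -0.50 and -0.15. These lists too were chosen on the same libraries.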

Glutamate and acetylcholine are neurotransmitters playing a key role in neural transmission in animals. In insects, acetylcholine is the most abundant neurotransmitter in the brain and is particularly involved in sensory pathways and specifically in the olfactory system [63], and glutamate is notably implicated in both smell and taste [64]. Based on this knowledge, our results logically suggest that *Varroa* females are more sensitive to environmental stimuli before and after reproduction, likely to perform host-finding behaviours (discriminate between nurses over foragers and detect new brood cell at L5 ready to invade) [1, 4, 65]. 

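The authors' list of neuropeptide receptors holds 6 contigs: 3 of a cholecystokinin receptor type A-like, 2 of a neuropeptides capa receptor-like and 1 of a neuropeptide Y receptor-like protein. All 6 were lower in Pre-lay and Laying than in Phor, Arrest, Post-lay and Emerg, with a median log2 fold change of -0.49 (limma fry adjusted p = 2.51e-08). edgeR called 4, and 4 when adjusted over the list alone. The capa contigs had a median of -0.64 and both were called. The cholecystokinin contigs had a median of -0.47 and 2 were called, and the neuropeptide Y receptor contig changed by -0.20 and was not called. Young mites were outside this comparison: against Young, the median was 0.14 in Pre-lay and 0.04 in Laying, where the mean was -0.04, and fry called neither difference. In both stages 3 of the 6 contigs were higher than in Young. It was 0.55 in Phor, 0.32 in Arrest, 0.68 in Post-lay and 0.70 in Emerg.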

The expression pattern of receptors to cholecystokinin, capa neuropeptides and neuropeptides Y (homolog of neuropeptide F in insects) might also be involved in the regulation of the adult life cycle and notably the transition from the phoretic to reproductive phase and the inverse. Indeed, in *Drosophila* the neuropeptide F and cholecystokinin are bioactive messenger molecules involved in a wide array of vital biological processes like foraging, feeding, stress, aggression, learning, and locomotion [48, 66]. In *Varroa*, their functional role is not known but they are good candidates for the regulation of the more complex behaviours exhibited by phoretic females than reproductive females in brood cells. Last but not least, the capa neuropeptide decreases desiccation tolerance but shortens chill coma recovery time in fruit fly [67]. Such physical parameters are important in *Varroa* biology since females are very sensitive to high relative humidity and almost never reproduce above 80% relative humidity [68]. Furthermore, *Varroa* are more likely to be exposed to temperature variation during their phorectic phase than during reproduction in sealed brood cells that are thermoregulated by adult bees.

### Viruses

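In the deposited counts, contigs could be tied to a virus only where their name holds a viral gene. Such names were VDV1_gp1, carried by 8 contigs, KVgp1, carried by 2, and RDRP, an RNA-dependent RNA polymerase, of which the contig RDRP.2.2 was abundant. The sources used here do not say which virus the last belongs to, and the names of other viral contigs could not be matched to the counts, so that these viruses were not analysed.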

A total of 30 contigs matched 4 of the 22 honeybee virus species previously screened [7]. They aligned to DWV (Deformed wing virus), VDV-1 (*Varroa destructor* virus 1), VDV-2 (*Varroa destructor* virus 2), and Macula-like virus, with 4, 12, 12 and 2 contigs representing each species, respectively. VDV-1 was the most abundant virus across all stages (Additional file 14).

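The 8 VDV1_gp1 contigs took a mean of 11.3 ± 22.5% of a library's counts in Young (SD, n = 4), 13.7 ± 23.4% in Phor, 25.5 ± 29.6% in Arrest and 8.76 ± 15.3% in Pre-lay mites. The mean was 13.2 ± 16.7% in Laying, 11.2 ± 22.3% in Emerg, 12.9 ± 17.0% in NR, 6.57 ± 8.61% in Cage and 7.79 ± 15.5% in Male mites. Post-lay mites had 0.595 ± 0.881% with R78-10 and 0.165% without it (n = 3). In every condition the SD was larger than the mean. By comparison, the 2 KVgp1 contigs took between 0.0109% in Post-lay and 0.515% in Phor mites as means, less than VDV1_gp1 in each condition. RDRP.2.2 took from 0.00103% in Post-lay to 1.83% in NR mites as means. Its share exceeded that of VDV1_gp1 in single libraries, such as NR R41 (1.77 against 0.0225%), Emerg R204 (0.564 against 0.0504%) and Male R204 (0.650 against 0.0533%).

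**Figure D3:**
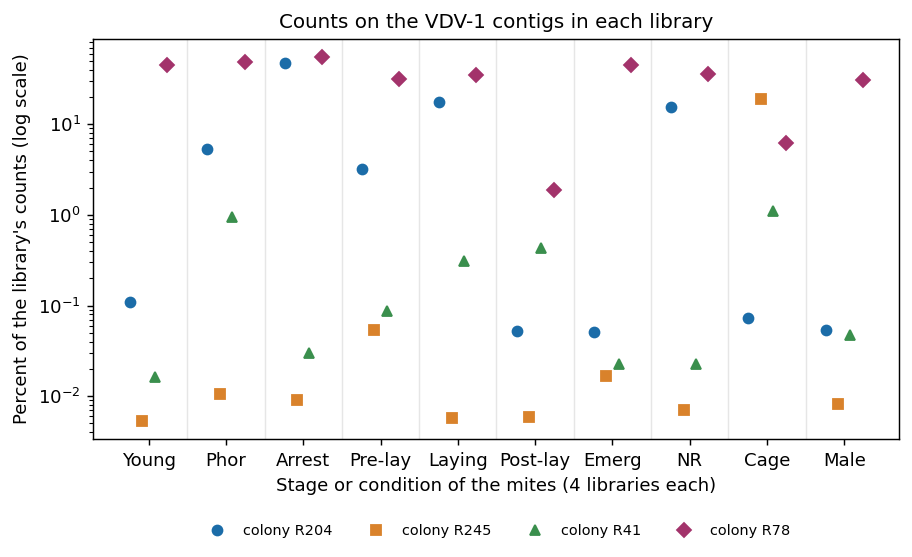
Percent of the counts of each library that fell on the 8 VDV1_gp1 contigs, on a log scale, with 1 point per library by stage or condition and coloured by colony. The highest share is 55.2%, in Arrest R78, and the lowest 0.00533%, in Young R245.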

Pairwise comparisons for each virus revealed no significant difference in abundance between the different stages/conditions, except for VDV-2 for which differences were identified between several stages (ANOVA, Tukey adjusted *P*-values < 0.05): Young vs {Cage, Male}, Phor vs {Pre-lay, Laying, Male}, Arrest vs {Pre-lay, Lay, Male}, Pre-lay vs {Post-lay, Cage, Male}, Laying vs {Post-lay, Cage, Male}, Post-lay vs Male, Emerg vs {Cage, Male}, NR vs Male, Cage vs Male. The small number of differences identified is most likely due to the high variability in virus abundance between biological replicates. This result however suggests that no stage of the adult life cycle of *Varroa* is particularly sensitive to virus infections and/or represents a higher threat to bees regarding virus loads.

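The pools of a stage came from different colonies, and the share of counts on VDV1_gp1 followed the colony. Its median over the 10 libraries of a colony was 35.5% in R78 (1.88 to 55.2%), 1.66% in R204 (0.0504 to 46.9%), 0.0673% in R41 (0.0163 to 1.12%) and 0.00866% in R245 (0.00533 to 18.8%). Colonies accounted for 63.2% of the sum of squares of the log10 share (permutation of colony labels within stages, 100000 resamples, p = 1e-05, the smallest they can give). Adjusted over the 4 groups of contigs tested, this is 1.33e-05. Without R78-10 the value was 64.7% (permutation p = 1e-05), an alternative chosen after the share in R78-10 had been seen. Cage mites departed from the order of the colony medians, with 18.8% in Cage R245 and 6.25% in Cage R78. Post-lay mites did so too, with 0.436% in Post-lay R41 and 0.0517% in Post-lay R204. The paper proposes that the small number of differences between stages comes from the variability between biological replicates, and that no adult stage is particularly sensitive to virus infection.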

## Conclusion

Our study provides the first full life-cycle transcriptomic catalogue in adult *Varroa* and reveals key genes and biological processes that are involved in the physiological, behavioural and functional changes occurring through the different stages. Specifically, our data indicate that functions related to energetic and chitin metabolic process were highly active during the initial phases of the cycle (e.g. Phoretic phases), whereas transcriptional regulation dominated in the subsequent phases (e.g. Pre-lay and Laying phases). Furthermore, several neurotransmitter and neuropeptide receptors involved in behavioural regulation, as well as sialome compounds, were greatly upregulated outside the reproduction stages. Altogether, those findings highlight the remarkable adaptation of the parasite to its host, especially to its different development stages and associated environments (free-moving adults vs pupae in sealed cells). This work also argues for the value of transcriptomic data to derive new insight into the parasite biology (e.g. biological inferences gained from gene ontology and functional enrichment analysis) and potentially identify new targets for *Varroa* control. Finally, this publicly available transcriptomic dataset is intended to provide a resource for the research community to extend the exploration of *Varroa* biology beyond the scope of this study.

## Methods

### Collection of *Varroa* mite sample

This study was performed using *Apis mellifera* L*.* honeybee colonies naturally infested by *Varroa destructor* mites, in the summer of 2015. Colonies were located at the INRA (Institut National de la Recherche Agronomique) research centre of Avignon (France). Adult mites were collected from 4 unrelated colonies, and were sampled according to their life stage. Seven life stages were considered, and identified thanks to characteristics of mites and/or hosting bees (Fig. 1). Except for phoretic mites, all stages were sampled from brood frames removed from the colonies and dissected in the laboratory. Two additional particular conditions and males were included for comparison of specific physiological features.

1. Phoretic mites: capped brood frames of each colony were removed to prevent any mite being released from emerging brood cells. Four days later, one frame of bees was removed from the colony and phoretic mites were sampled directly off adult bees.
2. Phoretic mites artificially reared: An additional 20 mites were sampled together with the bees they were standing on and placed in a plastic cage (10.5 × 7.5 × 11.5 cm), with 10 other non-infested bees. Cages were kept for 4 days in an incubator (28 °C) before mites were sampled.
3. Arresting mites: these mites were collected in unsealed L5 brood cells, as mites seen immobile at the bottom of the cells, immersed in larval food.
4. Pre-laying mites: these mites were collected from sealed brood cells containing moving larvae. These mites displayed an inflated ventral side due to activation of the ovaries.
5. Laying mites: these mites were collected from sealed brood cells containing pre-pupae and at least one mite egg (but no mite protonymph).
6. Post-laying mites: these mites were collected from capped brood cells containing purple-eye and white-body pupae (P5). Female mites were sampled if they were accompanied by at least one male and one female deutonymphs.
7. Non-reproducing mites: these mites were also collected from P5 brood cells, but identified as female mites with no offspring, i.e. in reproduction failure.
8. Emerging mites: these mites were collected from capped brood cells containing developing bees almost ready to emerge (but with an intact cell cap – P8 to P9).
9. Young mites: these mites were also collected from P8 to P9 cells, but identified thanks to their lighter body coloration as compared to founder females. These mites could have just mated, but have yet to undergo their first phoretic and reproductive stages.
10. Male mites: these mites were also collected from P8 to P9 cells and identified thanks to their striking sexual dimorphism as compared to females. Males exhibit a yellow tan and a round-body shape.

Mites were sampled using paint brushes, placed in 2 mL microcentrifuge tubes, and stored at − 80 °C. Transcriptomic analyses were performed on pools of 10 individual mites sampled from the same colony (*n* = 4 colonies, giving 4 pools per stage and condition).

### RNA isolation

Each sample of 10 mites was homogenised in 500 μL of Trizol® with a TissueLyser and 7 mm stainless beads (Qiagen, Courtaboeuf, France) (4 × 30 s at 30 Hz). After 5 min of incubation at room tempearture, 100 μL of chloroform was added. Samples were vortexed for 15 s and then left for 3 min at room temperature. They were then centrifuged at 12,000 rcf for 15 min at 4 °C. The upper phase was gently pipetted out. Total RNA was extracted following the QiagenUniversal Mini Kit instructions, and eluted in 30 μL nuclease-free water. RNA yield and concentration was determined using a Nanodrop (Thermo Fisher Scientific, Villebon-sur-Yvette, France) and samples were stored at − 80 °C until further processing.

### Transcriptome sequencing

RNA-seq libraries were constructed with the Truseq stranded mRNA sample preparation (Low throughput protocol) kit from Illumina (San Diego, CA, USA). Two hundred nanograms of total RNA were used for the construction of the libraries. The first step in the workflow involved purifying the poly-A containing mRNA molecules using poly-T oligo attached magnetic beads. Following purification, the mRNA fragments were copied into first strand cDNA using SuperScript IV reverse transcriptase (Thermo Fisher Scientific), Actinomycine D and random hexamer primers. This process reverse transcribes the cleaved RNA fragments that were primed with random hexamers. The addition of Actinomycin D to the first stand synthesis mix prevents spurious DNA-dependent synthesis, while allowing RNA-dependent synthesis, improving strand specificity. The second strand cDNA was synthesized using DNA Polymerase I, Rnase H and by replacing dTTP with dUTP. This process removes the RNA template and synthesizes a replacement strand. The incorporation of dUTP quenches the second strand during amplification because the polymerase does not incorporate past this nucleotide. These cDNA fragments then had the addition of a single ‘A’ base and subsequent ligation of the adapter. The products were then purified and enriched with 15 cycles of PCR. The final cDNA libraries were validated with a Fragment Analyzer (Advanced Analytical, Ankeny, IA, USA) and quantified with a KAPA qPCR kit (Kapa Biosystems, Wilmington, MA, USA).

For each sequencing lane of a flowcell V4, ten libraries were pooled in equal proportions, denatured with NaOH and diluted to 8,5 pM before clustering. Cluster formation, primer hybridisation and single end-read 50 cycle sequencing were performed on cBot and HiSeq2500 (Illumina, San Diego, CA, USA), respectively. Image analyses and base-calling were performed using the HiSeq Control Software (HCS) and Real-Time Analysis component (RTA). The quality of the data was assessed using FastQC from the Babraham Institute and the Illumina software SAV (Sequence Analysis Viewer) [69].

### RNA-seq data assembly and annotation

The read quality of the RNA-seq libraries was evaluated using FastQC [69]. Cleaned and filtered reads were de novo assembled using DRAP version 1.7 (de novo RNA-seq Assembly Pipeline) [70] with the Oases assembler [71] and filtered with at least one FPKM. The resulting contigs were aligned with NCBI blast (blastx program, version 2.2.26, e-value under 1e-5) on Refseq protein, Swissprot and Ensembl protein reference files from *Apis mellifera* and *Metaseiulus occidentalis* to retrieve the corresponding annotations. The contigs were also processed with rnammer (standard parameters, version 1.2) [72] to find ribosomal genes, with repeatmasker (−engine crossmatch -gccalc -species *Varroa destructor* parameters, version open-4-0-3) [73] to list the contained repeats and with interproscan (−-goterms –pathways parameters, version 4.8) [74] for gene ontology and structural annotation. Reads were realigned back to contigs with bwa (standard parameters, mem algorithm, version 0.7.12) [75]. The resulting sam files were compressed, sorted and indexed with samtools (view, sort and index programs, standard parameters, version 1.1) [76]. The contig expression counts were generated from the bam files with samtools (idxstats program, standard parameters, version 1.1) and merged with unix commands (cut, paste). The alignment files were then filtered for duplicates with samtools (rmdup program, standard parameters, version 1.1) before variant calling (SNPs and INDELs). The resulting bam files were processed with GATK (−glm BOTH parameter, version v3.0–0-g6bad1c6) following the best practices found on the GATK website [77]. All the results were uploaded in a RNAbrowse instance [78] and can be accessed from the web at http://ngspipelines.toulouse.inra.fr:9007/.

### Differential expression analysis

The table of raw mapped read counts per replicate (each of which is made up of 10 pooled mites) and per contig was built from the mapping statistics provided by samtools idxstats (Additional file 10). Differential analyses were performed using the DESeq2 Bioconductor package version 1.10.1 [79]. Briefly, DESeq2 performs the following steps: (1) calculate normalization factors for each sample to adjust for differences among library sizes; (2) estimate per-contig dispersions using a weighted local regression of log dispersions over log base means (fitType = “local”); (3) fit a negative binomial generalized linear model with a fixed effect for life-cycle stage for each contig; and (4) calculate per-contig Wald test statistics to identify significantly differentially expressed contigs. For each comparison tested in the differential analysis, *P*-values were corrected for multiple testing using the Benjamini-Hochberg control of the false discovery rate at 5% [80]. Heatmaps of the log normalized count *Z*-scores for differential contigs were produced using the pheatmap R package [81], and plots of the dynamic relative expression of contigs were produced using the tidyverse, in particular the ggplot2 R package [82].

The dataset was also screened for matching to known honeybee RNA viruses, including the following list: SBV - Sacbrood virus (NC_002066.1) [83], VDV-1 - *Varroa destructor* virus-1 also known as Deformed wing virus-B or DWV-B (NC_006494.1) [84], VDV-2 (KX578271.1) [85], VDV-3 (KX578272) [85], DWV-A (NC_004830.2) [86], BQCV - Black queen cell virus (NC_003784.1) [87], ABPV - Acute bee paralysis virus (NC_002548.1) [88], KBV - Kashmir bee virus (NC_004807.1) [89], CBPV - Chronic bee paralysis virus (NC_010711.1) [90], CBPV RNA-2 - Chronic bee paralysis virus RNA-2 (NC_010712.1) [90], LSV-1 - Lake sinai virus-1 (HQ871931.2) [91], LSV-2 - Lake sinai virus-2 (HQ888865.2) [91], ALPV - Aphid lethal paralysis virus (JX045858.1) [92], BSRV - Big sioux river virus ou *Rhopalosiphum padi* virus (NC_001874.1) [93], BeeMLV - Bee Macula-like virus (NC_027631.1) [94], VTLV - *Varroa* tymo-like virus (NC_027619.1) [94], IAPV - Israeli acute paralysis virus (NC_009025.1) [95], SBPV - Slow bee paralysis virus (NC_014137.1) [96], SBPV Harpenden - Slow bee paralysis virus Harpenden (GU938761.1) [96], BeeMLV PSU-1var - Bee macula-like virus isolate PSU-1var (KT162925.1) [94], LSV VBP022 - Lake Sinai virus strain VBP022 (KM886902.1) [97], LSV VBP166 - Lake sinai virus strain VBP166 (KM886903.1) [97], LSV VBP256 - Lake sinai virus strain VBP256 (KM886904.1) [97], LSV exp10 - Lake sinai virus strain exp10 (KM886905.1) [97]. The mean counts of all contigs for each species was averaged across the four pools of 10 mites as an estimate of virus abundance. Comparisons of estimated virus abundance between the different stages and conditions was then realised on the log mean contig counts by an ANOVA with least squares means (lsmeans R package version 2.26–3), with a Tukey adjustment (5%).

### Co-expression analysis

A co-expression analysis was performed for contigs identified as differentially expressed in at least one of the life-cycle stages (Young, Phor, Arrest, Pre-lay, Laying, Post-lay, Emerg) by calculating a likelihood ratio test of the full model (~stage) against the reduced model (~ 1), and retaining contigs with a BH-adjusted *P*-value < 0.10. Using the coseq Bioconductor package version 0.99.12 [98], a Gaussian mixture model was fit to the arcsine-transformed normalized profiles of differentially expressed contigs for *K* = 2, …, 50 clusters. Based on the Integrated Completed Likelihood (ICL) criterion for model selection [99], the model with *K* = 18 clusters was selected. However, because the model with *K* = 14 clusters was found to yield a similar clustering result (adjusted Rand index = 0.51) while being more parsimonious, it was instead retained for subsequent analyses. Contigs were assigned to clusters using the maximum a posteriori (MAP) rule.

### Enrichment analyses

The Gene Ontology (GO) annotations were retrieved from the swissprot and RefSeq protein annotations, and were formatted to fit the topGO custom format. GO enrichment analyses were performed for lists of differentially over- and under-expressed genes as well as for each co-expression cluster using a Fisher’s exact test as implemented in the topGO Bioconductor package version 2.22.0 [100]. The testing list was defined from the GO terms associated with differentially expressed contigs or each cluster, and the contig universe corresponded to the contigs expressed in adult mites.

## Additional files

Additional file 1: Distribution of contigs according to length. (XLSX 9014 kb)

Additional file 2: Contigs mapped per library. R204, R245, R41 and R78 correspond to the colony replicate and the last digit of the library ID to the life-cycle stage or condition: 1. Arrest, 2. Pre-lay, 3. Laying, 4. NR, 5. Emerg., 6.Young, 7. Male, 8. Phor, 9. Cage, 10. Post-lay. (XLSX 11673 kb)

Additional file 3: Graphical representation of contig annotation. (XLSX 106 kb)

Additional file 4: Contig description. (XLSX 19 kb)

Additional file 5: Heatmap of Pearson correlations between samples, based on log_10_ expression counts across contigs. The heatmap was produced using the pheatmap R package [81], and rows and columns were clustered using hierarchical clustering using the Euclidean distance and complete linkage. (PDF 193 kb)

Additional file 6: Lists of contigs differentially expressed in each pairwise comparison of mite life-cycle stages and conditions. Each worksheet reports results for a specific pairwise comparison. The columns include contig ID, log2 fold change, *P*-value and BH adjusted *P*-value, and contig description. (PDF 87 kb)

Additional file 7: Dynamic expression of contigs encoding vitellogenin and the large lipid transfer protein across the *Varroa* reproductive cycle. After averaging values for each contig across replicates in each stage, mean expression values are reported as log_2_ fold-change with respect to the Young stage. (PDF 89 kb)

Additional file 8: Dynamic expression of contigs encoding Halloween genes and ecdysone receptor across the *Varroa* reproductive cycle. After averaging values for each contig across replicates in each stage, mean expression values are reported as log_2_ fold-change with respect to the Young stage. (PDF 112 kb)

Additional file 9: Enriched GO terms for each pairwise comparison of mite life-cycle stages and conditions. Each worksheet reports results (biological process and molecular function) for a specific pairwise comparison. The columns indicate GO ID, GO term, total number of contigs in the GO category, number of contigs differentially expressed within the category, expected number of contigs and *P*-value. (XLSX 4646 kb)

Additional file 10: Raw counts of mapped reads per contig and sample. The contig expression corresponds to the number of reads aligned on the contig. Each column contains the expression measures of a contig for each of the different samples. In the sample names (library IDs), R204, R245, R41 and R78 correspond to the colony replicate and the last digit of the library ID to the life-cycle stage or condition: 1. Arrest, 2. Pre-lay, 3. Laying, 4. NR, 5. Emerg., 6.Young, 7. Male, 8. Phor, 9. Cage, 10. Post-lay. (PDF 14 kb)

Additional file 11: Co-expressed contigs during the adult mite cycle. The co-expression analysis was performed for contigs identified as differentially expressed in at least one of the life-cycle stages by performing a likelihood ratio test of the full model (~stage) versus the null model (~ 1). Cluster labels, as well as the normalized expression counts for each sample, are provided for all contigs included in the co-expression analysis. In the sample names (library IDs), R204, R245, R41 and R78 correspond to the colony replicate and the last digit of the library ID to the life-cycle stage or condition: 1. Arrest, 2. Pre-lay, 3. Laying, 5. Emerg., 6.Young, 8. Phor, 10. Post-lay. (XLSX 6591 kb)

Additional file 12: Enriched GO terms in clusters of contigs co-expressed during the mite cycle. Each worksheet reports results (biological process and molecular function) for a specific cluster. The columns indicate GO ID, GO term, total number of contigs in the GO category, number of contigs co-expressed within the category, expected number of contigs and *P*-value. (PDF 4 kb)

Additional file 13: List of contigs encoding genes from the RNAi pathways, sialome, and neurotransmitters and neuropeptides receptors identified from the co-expression analysis. Their expression patterns are shown in Fig. 7. (PDF 5 kb)

Additional file 14: Abundance of viruses across the reproductive cycle of foundress and different conditions of adult *Varroa*. Virus abundance is expressed as the mean number of counts for contigs that matched DWV (Deformed Wing virus), VDV-1 (*Varroa destructor* virus 1), VDV-2 (*Varroa destructor* virus 1) or Macula viruses in pools of 10 mites (*n* = 4 for each group). (XLSX 199 kb)

## Abbreviations

ABPV: Acute bee paralysis virus
ALPV: Aphid lethal paralysis virus
BeeMLV: Bee Macula-like virus
BQCV: Black queen cell virus
BSRV: Big sioux river virus
CBPV: Chronic bee paralysis virus
*CYP302A1*: Cytochrome P450-302a1/disembodied
*CYP307a1*: Cytochrome P450-307a1/spook
*CYP314A1*: Cytochrome P450-314a1/shade
CYP450: Cytochrome P450
DWV: Deformed wing virus
GO: Gene ontology
IAPV: Israeli acute paralysis virus
INDELs: Insertion or deletion of bases
KBV: Kashmir bee virus
L5: Day 5 of larval development
*lltp*: Large lipid transfer protein
LSV: Lake sinai virus
NaOH: Sodium hydroxide
P5: Day 5 of pupal development
P8: Day 8 of pupal development
P9: day 9 of pupal development
RNAi: RNA interference
RNA-seq: Ribonucleic acid sequencing
SBPV: Slow bee paralysis virus
SBV: Sacbrood virus
SNP: Single-nucleotide polymorphism
VDV: *Varroa destructor* virus
*vg*: Vitellogenin
VTLV: *Varroa* tymo-like virus

# Supplementary material for: Transcriptome profiling of the honeybee parasite Varroa destructor provides new biological insights into the mite adult life cycle
**Source:** BMC Genomics. 2018 May 4;19:328. doi: 10.1186/s12864-018-4668-z
**Supplement:** Supplementary file 13 — List of contigs encoding genes from the RNAi pathways, sialome, and neurotransmitters and neuropeptides receptors identified from the co-expression analysis. Their expression patterns are shown in Fig. 7.

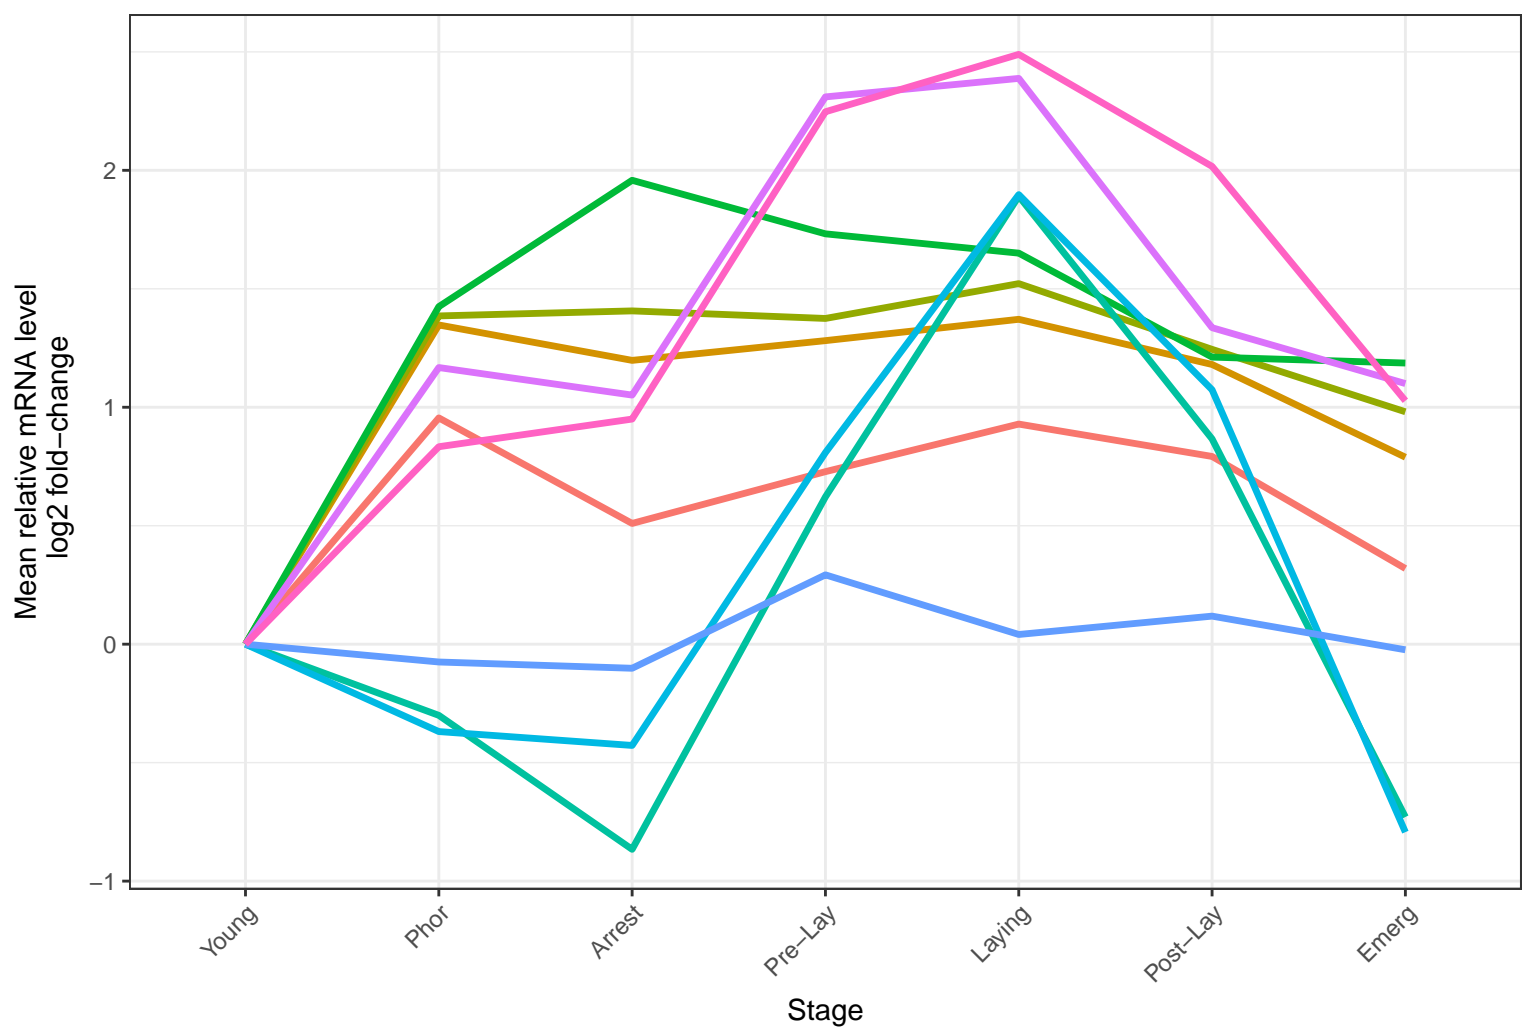

- VARROA\_LOC100903435.1.4 (shade)
- VARROA\_LOC100903435.2.4 (shade)
- VARROA\_LOC100903435.3.4 (shade)
- VARROA\_LOC100903435.4.4 (shade)
- VARROA\_LOC100906274.1.3 (disembodied)
- VARROA\_LOC100906274.2.3 (disembodied)
- VARROA\_LOC100906274.3.3 (disembodied)
- VARROA\_LOC100906667 (spook)
- VARROA\_LOC100908536 (ecdysone receptor-like)

How the deposited data were processed for this re-analysis (not part of the article)

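The counts are numbers of reads per contig, as the authors deposited them: the authors trimmed the reads, assembled them into contigs, removed contigs with low coverage, realigned the reads of each library with bwa mem and counted them with samtools idxstats, without normalization. The deposited table holds 41801 contigs and 40 libraries, and no column of it was left unused. Library names were tied to stages and colonies by the titles that the authors gave the samples. The 1998 contigs of the authors' table of raw counts that were available here held 79920 values, all equal to the deposited counts. Among the 780 pairs of libraries none was identical. Over contigs with at least 10 counts, the 60 pairs within a condition differed by a chi-square per degree of freedom of 15.57 to 759.5, so that no pair looked like a second sequencing of the same library.

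Counts were normalized with edgeR's TMM method and compared with its quasi-likelihood test, with robust estimation, in 1 fit of 39 libraries with stage as the only factor. R78-10 was left out as in the paper. Tests were two-sided and no contig was removed for low counts. Adjusted p are Benjamini-Hochberg values over all contigs of a comparison, called under 0.05, and under 0.1 in the test over the 7 female stages. DESeq2 was run beside it, once with the settings that the paper states and once with its current defaults. Lists of contigs were tested with limma's fry and camera on voom values, and shares of counts and library correlations with permutation tests of 100000 resamples with a fixed seed. The alternatives were a second tool, other scaling, a filter on low counts, the replicate block, R78-10 added and contigs summed per gene. Further ones were contigs above 1% of a library removed, a fit of only the groups compared, a threshold of 2-fold, and each library left out in turn. Sums per gene joined contigs of the same symbol, while the 25356 contigs named by a number only stayed single. The tests, the alternatives and the 12 pairwise comparisons were chosen before the data were examined, apart from the tests of shares of counts, 3 alternatives on such shares and the tests named as later choices in the closing section.

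Colony was not a factor, since pools of different stages from the same colony were separate mites. As a check, stage means were subtracted from the log CPM of each contig, and the residuals of libraries from the same colony correlated at a mean of 0.108 over 171 pairs, against -0.036 over 513 pairs from different colonies. Within the comparisons, the mean over colony pairs ran from -0.088 between Phor and Cage to 0.367 between Arrest and Pre-lay and 0.379 between Post-lay and NR mites. In these last 2 comparisons every pair was above 0.2, so that the pools of a colony were not independent there. Every pair was also positive between Laying and Post-lay (0.105 to 0.324) and between Emerg and Young (0.150 to 0.238). The same held between Young and Male (0.0229 to 0.300), so that dependence was not limited to the 2 comparisons. The paired analysis, with the replicate block in the model, changed the number of contigs called by more than 1.5 times only between Emerg and Phor mites, where it was 477 in place of 235. In counts simulated with 200 contigs changed 4-fold, edgeR recovered 89% of them with the library numbers of Phor against Arrest and 88% with those of Post-lay against NR. The median recovered log2 fold changes were 2.02 and 2.01 against a true value of 2, and none had the wrong direction. DESeq2 with the paper's settings recovered 90% and 91.5%, with shrunken fold changes of 1.51 in both. In 1 simulation without changes for Phor against Cage, edgeR made 0 false calls.

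Contigs are named in the text under a fixed rule. First come contigs that the paper or its tables list by identifier: the Halloween genes, the ecdysone receptor, the lists of receptors, RNAi and sialome contigs, HERC4, the cholecystokinin receptor and the contigs compared between NR and Post-lay mites. Next come contigs whose identifier holds the symbol of a gene that the paper names: 37 symbols were searched, 10 had a contig, and with 1 contig of the symbol Spata these gave 20 contigs. Contigs whose description holds a word of the paper's GO terms serve as illustrations only. Last come, for each comparison, the contig with the smallest p in each direction among those called without overlap between groups. The values of the lists, of HERC4 and of the comparison of NR with Post-lay mites in the authors' tables had been seen before the tests were run.

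GO enrichment was not analysed, because the link between contigs and GO terms was not available. Lengths and base composition of contigs were not used here, and contigs of vitellogenin, bursicon, heme synthesis and further viruses could not be identified in the deposited names.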

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

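The tests of shares of counts, of male-specific contigs, of depth and of mixtures were chosen only after the values had been seen, while the calls between Phor and Arrest with each library left out were set before. In groups of 4 libraries, a library was looked at more closely where its gap to the nearest other library as a share of the range of its group was above Dixon's 95% critical value. Of 59 groups tested, 13 held such a library, while chance gives about 1 in 20 where values are normally distributed. Of these, 12 were shares of counts, which span orders of magnitude. On the log10 scale 2 of the 30 groups of shares held one, both times Emerg R78, and the ratio of R78-10 for male-specific contigs fell to 0.607, under the critical value. These 2 of 30 are close to the 1.5 groups that chance gives, so that the skewed scale of the shares is a candidate explanation. Pools that stood apart are not excluded by this, since Emerg R78 still did so on the log10 scale.

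In 5 groups the colony R78 had by far the highest share of counts on VDV1_gp1 contigs: 45.08% in Young, 48.66% in Phor, 31.67% in Pre-lay, 44.62% in Emerg and 31.07% in Male mites. The same 5 libraries stood apart for the KVgp1 contigs, with 0.827%, 1.98%, 0.6157%, 0.9519% and 0.5778%. Chance differences between pools are argued against by the test over all 40 libraries, in which colonies accounted for 63.2% of the sum of squares of the log10 VDV1_gp1 share (permutation of colony labels within stages, p = 1e-05). What stays open is whether the colonies differed in infection, or whether pools of a colony shared handling, and neither was tested. A lane or library preparation common to a colony would be expected to act on all its pools. The lane of each library is not given in the sources used here. Within R204 the share ran from 0.0504 to 46.9%, and within R245 from 0.00533 to 18.8%. It ran from 1.88 to 55.2% in R78 and from 0.0163 to 1.12% in R41. For the pools as a set, these spreads argue against a lane or preparation as the only source.

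In Arrest mites, Arrest R245 stood apart with 0.668% of its counts on hexamerin contigs, and in Laying mites Laying R245 did with 0.1289%. Without Arrest R245 the mean share in Arrest was 0.0365%, but colony R245 had the highest share in 9 of 10 conditions. With R245 left out of every condition Arrest stayed highest, before Post-lay at 0.0286%. One Arrest library as the source of the high mean cannot be told apart from a stage difference, because Arrest was highest within only 3 of the 4 colonies and Young within R204. Of the 10 hexamerin contigs 8 were called between Phor and Arrest mites, and 0 without Arrest R245. There were also 0 without Phor R245, Phor R41 or Phor R78, 1 without Arrest R78 and 3 without Arrest R204, while all 10 remained higher in Arrest each time. The pools could have differed in bee tissue or hemolymph taken up by the mites or carried over with them, which was not tested, and a true difference of the Arrest stage stays open as well.

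R78-10, which the paper left out of its tests, held contigs of males: 2042 male-specific contigs stood at a median of 9.53% of their male level, and this was above the other 3 Post-lay libraries for 2038 of them. Low depth is argued against by its total, 97.3% of the lowest of the other Post-lay libraries. The highest median among the other female libraries was 1.05%, in NR R78. Male mites or male RNA in this pool is a candidate explanation. A mixture of 10% male and 90% Post-lay counts gave the highest correlation with R78-10, 0.969, against 0.868 without males. Leaving out 6235 contigs that were at least 2 times higher in males raised its mean correlation with the other Post-lay libraries from 0.842 to 0.951, while leaving out as many contigs at random gave 0.839 to 0.845. Without these contigs the next groups were NR at 0.942 and Phor at 0.941. A pool of another female stage under the Post-lay label, with male RNA in it, cannot be told apart from a Post-lay pool with male RNA, because Post-lay R245 was itself closer to NR (0.954) than to Post-lay (0.945). Post-lay mothers were sampled from cells with a male, so that a male collected by mistake or RNA passed between tubes stays open, and neither was tested. Males alone leave values over: 38 Young-specific contigs stood at a median of 3.28% of their Young level in R78-10, against 1.11 to 1.75% in the other Post-lay libraries, and 26 were above all of these. A share of 10% of Male R78 counts would also bring 3.11% of VDV1_gp1 counts. The VDV1_gp1 share of R78-10, 1.88%, was below the 6.25 to 55.2% of the 9 other R78 libraries. A pool of another colony under the R78 label cannot be told apart from a pool of this colony with little virus, because 0 contigs set all other R78 libraries apart from the libraries of the other colonies.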

How the results depend on the processing

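The alternatives were set before the results were seen, except the hexamerin share of Arrest without each Arrest library or without colony R245 in every condition, and the VDV1_gp1 share without R78-10, which were chosen afterwards. Numbers of contigs are compared with those of the edgeR fit of 39 libraries, and a change of more than 1.5 times, or of a percent beyond its interval, is given here with its value.

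A threshold of at least 2-fold left 6045 contigs between Young and Phor, 485 between Phor and Arrest, 3009 between Arrest and Pre-lay, 847 between Pre-lay and Laying and 3146 between Laying and Post-lay mites. It left 1074 between Post-lay and Emerg, 101 between Emerg and Phor, 4189 between Emerg and Young, 11837 between Young and Male and 4774 between Laying and NR mites. The percent higher in males became 73.4%.

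DESeq2 with the paper's settings called 3317 contigs between Phor and Arrest, 1372 between Emerg and Phor and 2 between Post-lay and NR mites. It passed 4022 contigs under the Bonferroni correction, and 56.7% of the contigs called were higher in males. With its current defaults these values were 2626, 994, 4, 3545 and 57.0%, and 2 contigs were called between Phor and Cage mites. DESeq2's size factors in edgeR gave 684 contigs between Phor and Arrest and 57.3% higher in males. Without contigs above 1% of a library these were 641 and 51.4%. The filter on low counts kept 41794 of the 41801 contigs, so that it could hardly move any result. It moved none of the 15 results on which it was run.

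Summed per gene, with contigs named by a number kept single, 417 sums or contigs were called between Phor and Arrest. There were 98 between Emerg and Phor. Between Young and Male, 50.3% of those called were higher in males. In fits of only the groups compared, 0 contigs were called between Phor and Arrest, 5022 between Arrest and Pre-lay, 1037 between Post-lay and Emerg and 1068 between Emerg and Phor, and 67.1% were higher in males. Adding R78-10 gave 14000 contigs between Laying and Post-lay and 5895 between Post-lay and Emerg mites. The replicate block gave 477 contigs between Emerg and Phor and 63.9% higher in males. It left the other 18 of 20 results within the limits named above, among them 1531 contigs in place of 1032 between Phor and Arrest.

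On all contigs that pass filterByExpr, the similarity of both Laying comparisons was 0.787, and the smallest branches that held Phor with Arrest, Post-lay with Emerg, and these 4 stages had 27 libraries each. With log10 TMM-normalized CPM the correlation of R78-10 with the other Post-lay libraries was 0.926. Against Young alone, the median of the neuropeptide receptor list was 0.14 in Pre-lay and 0.042 in Laying, reversed in sign, and that of the RNAi list 0.16 in Arrest, no longer called. Another correlation coefficient, average linkage, 10 counts added, camera, means of log2 values and DESeq2's size factors for the clusters moved none of the results on which they were run.

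With libraries left out one at a time, 498 of 540 values stayed within these limits. The number called between Phor and Arrest ranged from 2 without Phor R245 to 5486 without Arrest R41, and between Pre-lay and Laying from 896 without Pre-lay R204 to 2660 without Pre-lay R41. It ranged from 2406 without Post-lay R41 to 7693 between Laying and Post-lay, from 97 without Post-lay R204 to 3794 without Post-lay R245 between Post-lay and Emerg, and from 21 without Emerg R78 to 2863 without Phor R204 between Emerg and Phor. Between Post-lay and NR it ranged from 0 to 2, the latter without NR R245. The percent higher in males ranged from 55.8% without Male R78 to 66.6% without Young R245. The similarity ranged from 0.787 without Post-lay R245 to 0.912 without Laying R245. The branch that held Phor with Arrest had 7 to 11 libraries, 11 without Young R204, Young R245, Young R41 or Emerg R41, and that of the 4 non-reproductive stages 14 to 22, the last without Post-lay R41. Of cluster 6, 66.1% peaked in Laying without Laying R78 and 82.3% without Pre-lay R245. The log2 fold change of LOC100906274.3.3 from Laying to Post-lay ranged from -0.0085 without Post-lay R41 to 0.14.

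Of 422 alternatives for the contigs named in the text, 390 kept their call, 18 lost it and 14 gained it. Of 411 values with a library left out, 348 kept it, 59 lost it, 3 gained it and 1 reversed in sign.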

Differences from the paper's values

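The alternatives named here were set before the data were examined, and all values of the paper are marked as the paper's.

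The paper's number of contigs past the Bonferroni threshold over the 6 successive comparisons is 4005, and 1741 were found with edgeR. With DESeq2 as in the paper it was 4022 and with its current defaults 3545, both within 1.5 times of the paper's value. With DESeq2's size factors in edgeR (1705), the filter on low counts (1739), the replicate block (1849), R78-10 added (1795), contigs summed per gene (1705) and contigs above 1% of a library removed (1725) it was not, nor with any library left out (1290 to 1829).

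Between Post-lay and NR mites, the paper's number of contigs called is 2, and edgeR called 0, with 3899 contigs at an unadjusted p under 0.05. DESeq2 as in the paper called 2, its current defaults called 4, and every alternative run in edgeR with all NR and Post-lay libraries called 0. Without NR R245 edgeR called 2, both lower in NR, while those of DESeq2 were higher, and 0 without any other library.

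The paper's Fig. 1 shows about 3500 contigs between Phor and Arrest mites, read by eye, against 1032 with edgeR. DESeq2 as in the paper (3317) and its current defaults (2626) came within 1.5 times of this, as did edgeR without Phor R204 (4718). The other alternatives gave 0 to 1531 with all libraries, and with another library left out 2 to 28, or 5486 without Arrest R41. For Pre-lay and Laying mites Fig. 1 shows about 2700, read by eye, against 1743. Within 1.5 times of it were DESeq2 as in the paper (2612), its current defaults (2300), its size factors in edgeR (1894), the replicate block (2017), contigs summed per gene (2012) and contigs above 1% of a library removed (1875), as well as edgeR without Pre-lay R41 (2660) or Pre-lay R245 (1809). The filter on low counts (1744), R78-10 added (1607), the fit of only these groups (1489), the 2-fold threshold (847) and the other libraries left out (896 to 1446) were not. For Emerg and Phor mites Fig. 1 shows about 1500, read by eye, against 235. DESeq2 as in the paper (1372) and the fit of only these groups (1068) came within 1.5 times of it. The current defaults of DESeq2 (994), its size factors in edgeR (202), the filter on low counts (235), the replicate block (477), R78-10 added (184), contigs summed per gene (98), contigs above 1% of a library removed (175), the 2-fold threshold (101) and each library left out (21 to 2863) did not.

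For the HERC4 contigs, the paper's log2 fold changes of Young minus Male are -3.2075 for LOC100898284.1.2 and -3.24119 for LOC100898284.2.2, and with edgeR they were -3.31 and -3.34. DESeq2 as in the paper gave -3.21 and -3.24, as did its current defaults. Its size factors in edgeR, R78-10 added, contigs above 1% of a library removed and the fit of only these groups also came within the standard error of the paper's values. The filter on low counts and the replicate block did not. With a library left out their size ran from 3.13 to 3.35 and from 3.17 to 3.35. Both came within the standard errors of the fit of 39 libraries (0.0904 and 0.0881) without Young R78 or any 1 Male library.

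The paper gives more of the contigs called between Young females and males as lower than as higher in males, and 64.8% of those called with edgeR were higher in males. DESeq2 as in the paper gave 56.7% higher in males and 43.3% higher in Young, and on the scale of Young minus Male its share lies next to the paper's. The paper groups Post-lay with Emerg mites in its heatmap, and in the tree built here no branch held them alone: the smallest with both had 15 libraries, with all Phor and Arrest libraries in it. It had 15 on the contigs called by DESeq2, with average linkage and with 10 counts added, 16 with R78-10 added and 27 on all contigs that pass filterByExpr. With a library left out it had 14 or 15, and 22 without Post-lay R41. Clustering Phor with Arrest libraries, which the paper also reports, gave a branch of these 8 libraries alone. The paper reports that the expression of spook and disembodied fell after egg laying: spook was called lower in Post-lay than in Laying, by -1.08, and no disembodied contig was called. LOC100906274.1.3 and LOC100906274.2.3 were called lower when R78-10 was added and in a fit of only these groups, and the first also without Post-lay R204. The paper gives the Arrest stage as the peak of honeybee hexamerins, transferrin and apolipophorin. The mean was highest in Arrest for 9 of the 10 hexamerin contigs, but in Post-lay for Hex70a (257 CPM against 127 CPM in Arrest) and Tsf1 (54.6 CPM against 15.8 CPM), and in NR for Tf (0.936 CPM against 0.161 CPM).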

Other observations

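All tests in this part other than the counts under settings chosen in advance were chosen only after the results had been seen.

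For each pairwise comparison, the libraries of both groups were also divided in all 35 ways into groups of these sizes, in fits of only these libraries. In 9 comparisons 1 of 35 divisions, the real one, called as many contigs, which excludes chance if libraries are exchangeable: Young with Phor, Arrest with Pre-lay, Pre-lay with Laying, Laying with Post-lay, Post-lay with Emerg, Emerg with Phor, Emerg with Young, Young with Male and Laying with NR. Libraries of a colony correlated, and among the 8 divisions that part as many colony pairs, only the real one called as many, 1 in 8, which does not exclude chance by itself. For Phor with Arrest, Phor with Cage and Post-lay with NR, a difference cannot be told apart from chance by these splits, because the real division called 0 contigs and all 35 therefore called as many. Between Phor and Arrest the fit of 39 libraries called 1032. Of the divisions between Phor and Arrest, the highest number, 3931, came from exchanging Phor R204 with Arrest R41. That these libraries carried each other's label is argued against by the hexamerin share of 0.0893% in Arrest R41, far above the highest of the Phor libraries, 0.00272%. Without Phor R204 or Arrest R41, 4718 and 5486 contigs were called in the fit that otherwise held 39 libraries, and without Phor R245, Phor R41, Phor R78, Arrest R204, Arrest R245 or Arrest R78 the number was 2, 7, 13, 28, 25 and 13. By the correlation of log10 counts, both were closest to Cage mites. Differences in age or time since feeding between pools stay open and were not tested.

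Exchanging Phor R204 with Cage R204 called 1535 contigs where the real groups called 0. Whether these libraries were exchanged cannot be told apart from pools that differ within each group, because Phor R204 was closest to Cage and both Cage R204 and Cage R245 were closest to Phor. Between Post-lay and NR, exchanging Post-lay R245 with NR R41 called 1593 contigs. Each of these was closest to the other's group in the correlation of libraries. No test of an exchange was made for this pair, and a mixed state of the mites of a pool stays open as a biological reason.

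More contigs were called higher than lower in Phor against Young mites, 61.6% of those called, and this may reflect a few contigs that take many counts. Without contigs above 1% of a library the share was 43.4%. With the real numbers of molecules per mite unknown, neither direction can be preferred. For males, the share of contigs reported as up-regulated by the paper may refer to the first-named group: with DESeq2 as in the paper, 43.3% of the contigs called were higher in Young. The paper's figure of numbers by direction fits this reading in the comparisons of females as well.

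RDRP.2.2 was above 1000 CPM in all 4 NR libraries (8884 to 27557 CPM) and in 0 of 4 Post-lay libraries, with R78-10 counted in (Fisher's exact test, two-sided, p = 0.0286). It was also above this level in 11 of the 36 libraries that are not NR (Fisher's exact test of NR against all others, two-sided, p = 0.0149), a level and a contig chosen after the values had been seen. The edgeR log2 fold change against Post-lay was 11.00 (standard error 4.71, adjusted p = 0.516), and DESeq2 with its current defaults called it (adjusted p = 0.0236). Among 279 contigs above 1000 CPM in some library, 8 had no overlap between NR and Post-lay, and chance gives 7.97, so that chance among abundant contigs is a candidate explanation. Over all 40 libraries, stages accounted for 34.9% of the sum of squares of its log10 share (permutation test, p = 0.0568, 0.114 adjusted) and colonies for 18.2% (permutation test, p = 0.0292). A difference in infection between NR and reproducing mites stays open and was not tested on other mites. The KVgp1 share differed between colonies, with 64.5% of the sum of squares (permutation test, p = 1e-05, the smallest that these permutations can give), and 8.91% lay between stages (permutation test, p = 0.451).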
